# Chronic alcohol-induced dysbiosis of the gut microbiota and gut metabolites impairs sperm quality in mice

**DOI:** 10.3389/fmicb.2022.1042923

**Published:** 2022-12-01

**Authors:** Hui Li, Ningshan Li, Qudong Lu, Jun Yang, Jiang Zhao, Qiong Zhu, Shanhong Yi, Weihua Fu, Tingting Luo, Jiawei Tang, Yi Zhang, Guoliang Yang, Zheng Liu, Jie Xu, Wei Chen, Jingzhen Zhu

**Keywords:** chronic alcohol, gut microbiota, fecal microbiota transplantation, sperm quality, testicular inflammation

## Abstract

Studies have indicated that the ethanol exposure impairs the gut microbiota, At the same time, high levels of alcohol exposure damage sperm in mice. However, whether the gut microbiota is involved in mediating the effects of alcohol on sperm quality remains unclear. This study aimed to assess the effect of chronic alcohol consumption on intestinal microbiota in mice and analyze the potential pathophysiological effect of altered intestinal microbiota on sperm quality. We established a mouse model of chronic alcohol consumption by allowing male C57 mice to freely ingest 10% ethanol for 10 weeks, and collected the fecal microbiota of the male mice in the chronic drinking group (alcohol) and the control group (control) and transplanted the specimens into the transplant groups (the alcohol-fecal microbiota transplantation [FMT] group and the control-FMT group). Sperm quality was significantly decreased in the alcohol-FMT group compared with the control-FMT group. Gut microbiota analysis revealed that the abundance of 11 operational taxonomic units (OTUs) was altered in the alcohol-FMT group. Nontargeted metabolomics identified 105 differentially altered metabolites, which were mainly annotated to amino acids, lipids, glycerophosphoethanolamine, organic oxygenic compounds, organic acids and their derivatives, steroids, and flavonoids. In particular, the oxidative phosphorylation pathway, which is the key to spermatogenesis, was significantly enriched in the alcohol-FMT group. Moreover, compared with the control-FMT group, the alcohol-FMT group presented significantly higher serum endotoxin and inflammatory cytokine levels, with more pronounced T cell and macrophage infiltration in the intestinal lamina propria and elevated levels of testicular inflammatory cytokines. In addition, RNA sequencing showed significant differences in the expression of testis-related genes between the alcohol-FMT group and the control-FMT group. In particular, the expression of genes involved in gamete meiosis, testicular mitochondrial function, and the cell division cycle was significantly reduced in alcohol-FMT mice. In conclusion, these findings indicated that intestinal dysbiosis induced by chronic alcohol consumption may be an important factor contributing to impaired sperm quality. Chronic alcohol consumption induces intestinal dysbiosis, which then leads to metabolic disorders, elevated serum endotoxin and inflammatory cytokine levels, testicular inflammation, abnormal expression of related genes, and ultimately, impaired sperm quality. These findings are potentially useful for the treatment of male infertility.

## Introduction

Infertility has become a global problem, with an incidence of approximately 15% worldwide, as the third most common condition after cancer and cardiovascular and cerebrovascular diseases (Sharlip et al., 2002). Approximately 50% of infertility cases are male infertility (WHO, 2001; Agarwal and Prabakaran, 2005; Gaur et al., 2007). Over the past few decades, sperm concentrations have decreased by more than 50%, with no effective method to slow this trend (Safe, 2013; Sermondade et al., 2013; Levine et al., 2017). The decrease in sperm quality is caused by both environmental and genetic factors, and the sharp decrease in sperm quality over such a short period is most likely due to environmental factors, such as environmental pollution, stress, diet changes, smoking, and drinking (Ramlau-Hansen et al., 2010; Nordkap et al., 2016; Skakkebaek et al., 2016; Virtanen et al., 2017). With the rapid social and economic development in China, the fast pace of modern life, serious environmental pollution, dietary changes due to the Westernization of diets and lifestyles, unfavorable sexual behaviors, and increased abortion rates have contributed to the growing issue of infertility in China, and the incidence in China is as high as or even exceeds the global average (Zhang, 2020).

Studies have demonstrated that chronic alcohol consumption is an important factor modulating male spermatogenesis and motility (Srikanth et al., 1998; Oliva et al., 2006; Talebi et al., 2011; Rahimipour et al., 2013; Condorelli et al., 2015). In China, alcohol consumption is significant. The overall drinking rate is 30.5% among Chinese adults, with rates of 53.8% for men and 12.2% for women (Li et al., 2018). Chronic alcohol consumption causes testicular abnormalities and sexual dysfunction in humans and animals (El-Sokkary, 2001; Muthusami and Chinnaswamy, 2005). It causes local testicular and epididymal inflammation that leads to spermatocyte injury or death and subsequently affects sperm count and motility (Carlsen et al., 2003). Inflammation induces the production of toxic reactive oxygen species (ROS) and other toxins, as well as a variety of inflammatory cytokines, biologically active lipids, and some enzymes, which damage cells and blood vessels and stimulate immune cells, thereby resulting in physical damage and even male infertility (Yan and Han, 2012).

In recent years, the gut microbiota has become a topic of major interest in the field of biomedicine. Numerous studies have found that the gut microbiota is closely related to the status of all major organs and systems in the body (Jandhyala et al., 2015; Kataoka, 2016; Quigley, 2017; Fan and Pedersen, 2021). The gut microbiota is related to many factors, including the living environment, dietary structure, antibiotics, birthing method, breastfeeding, circadian rhythm and host genetics (Kumbhare et al., 2019; Vandenplas et al., 2020; Venneri et al., 2022). Alcohol consumption is a very important factor modulating the gut microbiota, and chronic drinking reduces the amount of bacteria with anti-inflammatory activity, leading to intestinal damage and leaky gut (Capurso and Lahner, 2017; Vujkovic-Cvijin et al., 2020). These changes in the gut microbiota play an important role in alcohol-related diseases (Bajaj, 2019). Studies have demonstrated that alcohol-induced changes in the composition and metabolic function of the gut microbiota mediate alcohol-induced oxidative stress, promote intestinal inflammation, increase endotoxin levels, and lead to intestinal hyperpermeability, systemic inflammation, and tissue damage/organ disease (Engen et al., 2015).

The factors affecting sperm quality are complex and varied, Researchers are discovering the role of the microbiota in male reproduction, including the gut microbiota and the reproductive tract microbiota (Venneri et al., 2022). This study mainly examines the effect of gut microbiota on sperm quality. Studies have described an important role for the gut microbiota in male spermatogenesis. For example, intestinal dysbiosis due to a high-fat diet (HFD) causes a significant decrease in sperm count and motility (Ding et al., 2020). In animal studies, busulfan affects sperm quality and causes intestinal dysbiosis, while alginate oligosaccharide (AOS) negates the adverse effect of busulfan on sperm quality by improving the gut microbiota. Moreover, improvements in the gut microbiota induced by AOS transplantation improve the quality of damaged sperm (Zhao et al., 2020; Zhang et al., 2021). In a sheep model of diet-induced metabolic disorders, intestinal dysbiosis leads to a decrease in bile acid levels, which affects the transport of fat-soluble vitamin A in the intestine-testis axis, and the low level of vitamin A in the testis affects spermatogenesis (Zhang et al., 2021). In summary, methods designed to regulate the gut microbiota and subsequently improve fertility may become a new hot topic (Yurtdaş and Akdevelioğlu, 2020).

Alcohol affects spermatogenesis and sperm quality. However, researchers have not clearly determined whether alcohol affects sperm quality through the gut microbiota. We hypothesized that chronic alcohol consumption causes intestinal dysbiosis, leading to the production of a large amount of toxic and harmful substances that damage the intestinal mucosa, increase intestinal permeability, and then enter the blood circulation and reach different sites, resulting in elevated levels inflammatory cytokines, an imbalance of inflammatory cytokines, the inflammatory response, and testicular damage. Varying degrees of pathological changes in testicular tissue ultimately lead to spermatocyte apoptosis, impaired sperm quality, and a low sperm count. In this study, we established a mouse model of chronic alcohol consumption and tested our hypothesis with fecal microbiota transplantation to investigate the effect of chronic drinking-induced intestinal dysbiosis on sperm quality.

## Materials and methods

### Animals

Three-week-old male C57 mice from the Experimental Animal Centre of Army Medical University were housed in a specific pathogen-free (SPF) environment at 18°C–26°C and 50%–60% humidity, with a 12-h-on/12-h-off light cycle. The mice had free access to feed and distilled water.

After 2 weeks of co-feeding (keep in the same cage), the mice were randomly divided into two groups with12 mice each for the alcohol treatment experiment: the control group (control; free access to feed and distilled water for 10 weeks), and the chronic drinking group (alcohol; free access to feed and 10% ethanol [99%, vol/vol] for 10 weeks). The average weekly alcohol intake of per mouse in the alcohol group is shown in Supplementary Table 1. All mice were sacrificed after anesthesia induction with 1% pentobarbital sodium solution by intraperitoneal injection.

Fecal microbiota transplantation (FMT) experiment: Three-week-old male C57 mice were co-fed (in the same cage) and then randomly divided into two groups with five mice each 2 weeks later: the alcohol-fecal microbiota transplantation (FMT) group (alcohol-FMT; fecal microbiota from the alcohol group was transplanted into normal mice; free access to feed and distilled water for 10 weeks), and the control-FMT group (fecal microbiota from the control group was transplanted into normal mice; free access to feed and distilled water for 10 weeks). All mice were sacrificed after anesthesia induction with 1% pentobarbital sodium solution by intraperitoneal injection.

### Fecal microbiota transplantation

Five hundred milligrams of fresh donor stool samples were continuously collected from the alcohol (five mice) and control (five mice) groups immediately upon defecation, resuspended in 4 ml of saline, vortexed for 5 min, and filtered with a 360-mesh sterile strainer. Transplantation into the recipient mice was achieved by gavage with 200 μl of the supernatant from the fecal sample every Monday, Wednesday, and Friday for 10 weeks (Figure 1A). Fecal samples from donors were collected during the whole fecal microbiota transplantation process.

**Figure 1:**
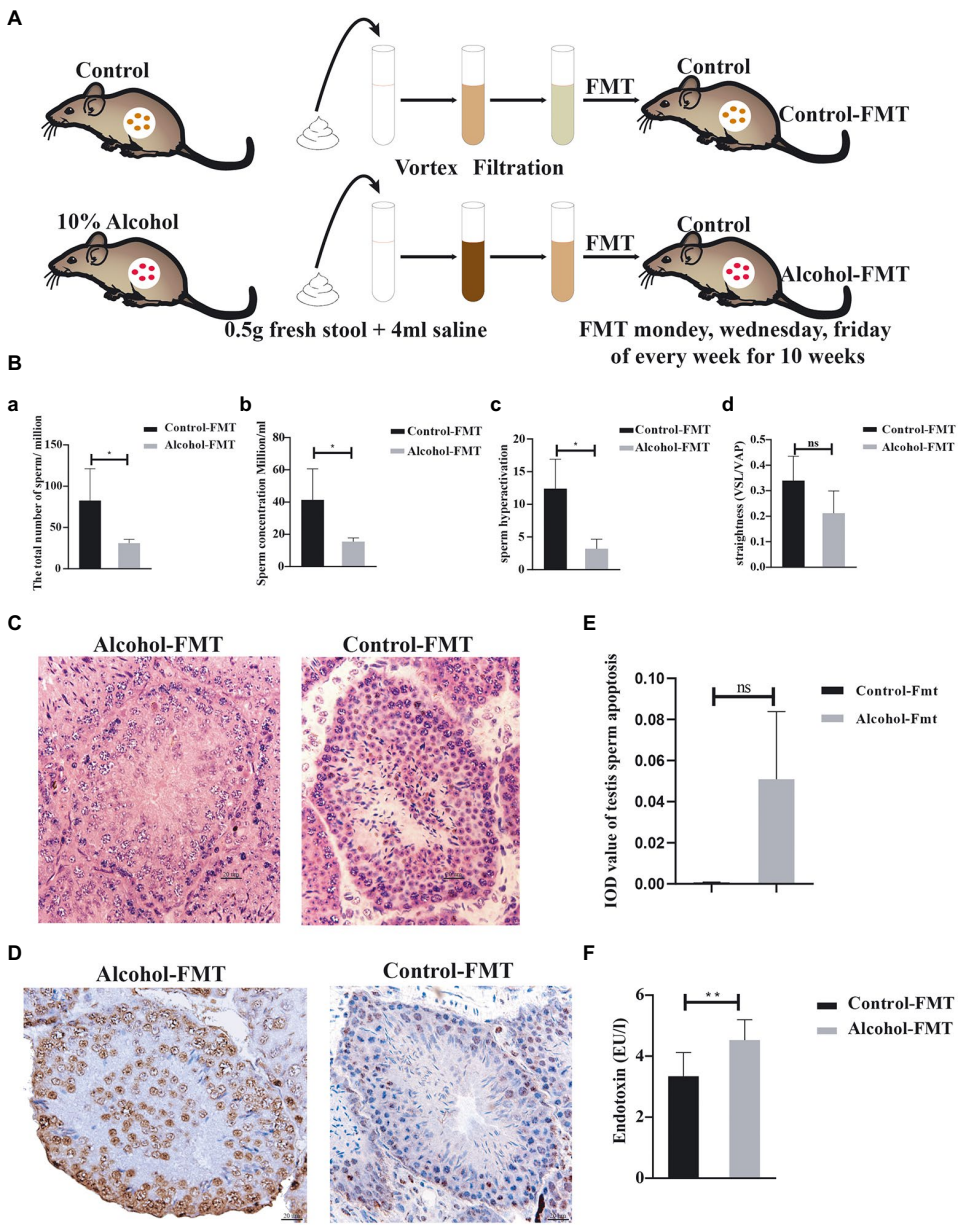
Fecal microbiota transplanted from alcohol-treated mice reduced sperm quality in recipient mice. **(A)** Schematic diagram of the FMT experiment. **(B)**—**(a)** The total number of sperm, **(b)** the concentration of sperm, **(c)** hyperactivation of sperm, and **(d)** the straightness of sperm. **(C)** Representative images of H&E staining showing impairment of the seminiferous tubules in the testis. Scale bar = 50 μm. **(D)** TUNEL assay of seminiferous tubules in the control-FMT group and alcohol-FMT group. Cells stained dark brown are apoptotic cells, while normal cells are stained blue (200X). **(E)** The mean integrated optical density (IOD) of TUNEL staining in the two groups. **(F)** Analysis of endotoxin levels in blood from the control-FMT group and alcohol-FMT group. ^*^p < 0.05 and ^**^p < 0.01.

### Sperm count and motility measurement

The cauda epididymis was minced in 100 ml of phosphate-buffered saline (PBS, pH 7.2) and incubated for 20 min at 37°C in a 5% CO_2_ incubator to release sperm. Sperm were observed under a Nikon N200 microscope and measured with a Suiplus semen analysis (SSA) system.

### Hematoxylin and eosin staining

Mouse testes and small intestines were harvested. The entire testis was fixed with a special testis solution (Servicebio Cat. No.: G1121) for 24 h. The small intestine was cut into small sections of approximately 1 cm, which were then cleaned and fixed with paraformaldehyde (Servicebio Cat. No.: G1101) for 24 h. Hematoxylin and eosin (H&E) staining was performed after dehydration in graded ethanol solutions, paraffin embedding, and sectioning (2.5 μm). Three random fields of sections on each slide were observed under an Olympus upright microscope (×200).

### Immunohistochemistry

The deparaffinized and rehydrated intestine and testis sections were blocked with 5% bovine serum albumin (BSA) containing 0.1% Triton X-100 for 1 h and incubated with a primary antibody against F4/80 (1:500, ab111101, Abcam, Cambridge, MA, United States) at 4°C overnight. Then, the sections were incubated with the secondary antibody (BA1039, Boster, Wuhan, Hubei, China) at room temperature for 1 h. After color development, the sections were observed under an Olympus microscope, and the proportions of positively stained cells were analyzed. Protein expression was quantified using ImageJ software (National Institutes of Health; http://www.imagej.softonic.de).

### Confocal microscopy and immunofluorescence staining

For immunofluorescence staining, paraffin sections of the intestines (2.5 μm thick) were assayed with 4′,6-diamidino-2-phenylindole (DAPI) as a counterstain. The primary antibody used in this experiment was rabbit anti-mouse CD3e (1:500; ab231775, Abcam, Cambridge, MA, United States). The secondary antibody (1:500; A11034, Invitrogen, United States) was an Alexa Fluor 488-conjugated donkey anti-rabbit antibody. Sections were examined under a ZEISS 880 confocal microscope. Protein expression was quantified using ImageJ software (National Institutes of Health; http://www.imagej.softonic.de).

### TUNEL staining

DNA fragmentation indicative of apoptosis was examined using the terminal deoxynucleotidyl transferase-mediated dUTP nick end labeling (TUNEL) method. The TUNEL assay was performed using the *In Situ* Cell Death Detection Kit (Cat. No. 11684817910, Roche Molecular Biochemicals, Germany) according to the manufacturer’s instructions. Sections (4 μm thick) were transferred to polylysine-coated slides and incubated overnight at 60°C. Then, they were deparaffinized in xylene. Sections were rehydrated in a graded series of 75%, 80%, 90%, and 100% ethanol and washed with PBS. Slides immersed in 0.1 M citrate buffer were microwaved at 350 W for 5 min for antigen retrieval. PBS was used for washing. Sections were incubated with the TUNEL reaction mixture (labeling solution + terminal deoxynucleotidyl transferase (TdT) enzyme solution) at 37°C for 1 h in a humidified chamber and washed twice with PBS. After this step, Converter-POD was added, and the slides were incubated for 30 min at 37°C and then rinsed twice with PBS. Next, the sections were treated with 3,3-diaminobenzidine at room temperature and rinsed twice with PBS. Sections were counterstained with Harris’ hematoxylin for 10 min. The sections were dehydrated with a series of graded alcohol concentrations. Xylene was used as a clearing agent, and then, the sections were coverslipped with Entellan for light microscopy examination.

### Transmission electron microscopy

Mouse small intestine was harvested, cut into sections of 1 mm × 1 mm × 2 mm, and placed in a 1.5-ml Eppendorf tube (Servicebio Cat. No. G1101) containing 2.5% glutaraldehyde. The samples were then embedded, sectioned (2.5 μm), stained, and observed and imaged by transmission electron microscopy (HITACHI HT7800/HT7700). Image-Pro Plus 6.0 (Media Cybernetics, Inc., Rockville, MD, United States) software was used to measure the intercellular space (nm) at five equal positions with an intact intercellular space on each slide [reference: (El-Sokkary, 2001) 0.0 k, 500 nm ruler].

### Measurement of serum endotoxin levels

Mouse serum endotoxin levels were measured using ELISA kits (Quanzhou Ruixin Biological Technology Co. Ltd., China) according to the manufacturer’s protocols.

### Antibody arrays

RayBio Mouse Cytokine Antibody Arrays (QAM-TH17-1-1, RayBiotech, Norcross, GA) were employed to evaluate chrysin-mediated inhibition of signaling in the serum and testis according to the manufacturer’s specification. Eighteen different cytokines were evaluated: interleukin 1 beta (IL-1β), IL-2, IL-4, IL-5, IL-6, IL-10, IL-12p70, IL-13, IL-17, IL-17F, IL-21, IL-22, IL-23, IL-28, interferon gamma (IFN-γ), macrophage inflammatory protein 3 alpha (MIP-3α), transforming growth factor beta 1 (TGF β1), and tumor necrosis factor alpha (TNF-α). Each sample was prepared in triplicate. An Axon scanner 4000B with GenePix software was used to record fluorescence intensities.

### 16S rRNA sequencing and analysis

DNA from intestinal contents was prepared from animals in the alcohol, control, alcohol-FMT, and control-FMT groups using a fecal DNA extraction kit (DP712, Tiangen Company, Beijing, China); three biological replicates per group were analyzed. DNA quality was monitored on 1% agarose gels. The hypervariable V3–V4 region of the 16S-rDNA gene was amplified by PCR using the primers 341F: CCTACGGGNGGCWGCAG and 806R: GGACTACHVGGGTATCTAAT, where the barcode was an eight-base sequence unique to each sample. PCR was performed in 30-μL reactions composed of 15 μl of Phusion® High-Fidelity PCR Master Mix (New England Biolabs), 0.2 μM forward and reverse primers, and 10 ng of template DNA. Thermal cycling consisted of an initial denaturation step at 98°C for 1 min, followed by 30 cycles of denaturation at 98°C for 10 s, annealing at 50°C for 30 s, and elongation at 72°C for 30 s. Finally, the reactions were incubated at 72°C for 5 min. PCR products were detected on 2% agarose gels by electrophoresis and then purified using the GeneJET Gel Extraction Kit (Thermo Scientific). Sequencing libraries were generated using the Illumina TruSeq DNA PCR-Free Library Preparation Kit (Illumina, United States) according to the manufacturer’s recommendations, and index codes were added. Sequencing was performed using the Illumina NovaSeq 6,000 platform (Genecloud Co. Ltd., Chongqing, China). Sequences were analyzed using QIIME software package 2 (version 2020.2). The effective tags were clustered into operational taxonomic units (OTUs) of ≥97% similarity using the MOTHUR pipeline. The tag sequence with the highest abundance was selected as the representative sequence within each cluster. Bacterial alpha diversity was determined by performing a sampling-based OTU analysis and presented as the observed OTUs, Chao index, Shannon index, and Simpson index, which were calculated using the R program package “vegan.” Principal coordinate analysis (pCoA) was conducted using the R package^1^ to display and compare the beta diversity of the microbiome between samples. The Bray–Curtis metric distances, unweighted UniFrac distances, and weighted UniFrac distances were calculated with the phyloseq package. Bacterial taxonomic analyses and comparisons, including bacterial phyla, classes, orders, families, and genera, were conducted between two groups using the Wilcoxon rank-sum test. The predominance of bacterial communities between groups was analyzed using the linear discriminant analysis (LDA) effect size (LEfSe) method.^2^ Based on the normalized relative abundance matrix, features with significantly different abundance levels between assigned taxa were determined using LEfSe with the Kruskal–Wallis rank-sum test (*p* < 0.05), and LDA was used to assess the effect size of each feature [LDA score (log10) = 3.5 as the cutoff value]. Correlation analysis was performed by calculating Pearson’s correlation coefficient using the R language mixOmics package to calculate the correlation coefficient r^2^ and the *p* value of differentially intestinal flora and differentially metabolites. All 16S rRNA datasets are publicly available (NCBI SRA accession numbers: SRP789987 for mouse intestinal content samples).

### Nontargeted metabolomics analysis

Tissues (100 mg) were individually ground in liquid nitrogen, and the homogenate was resuspended in prechilled 80% methanol by thoroughly vortexing the mixture. The samples were incubated on ice for 5 min and then centrifuged at 15,000 × *g* for 20 min at 4°C. Some of the supernatant was diluted with liquid chromatography–mass spectrometry (LC–MS)-grade water to a final concentration of 53% methanol. The samples were subsequently transferred to a fresh Eppendorf tube and then centrifuged at 15,000 × *g* for 20 min at 4°C. Finally, the supernatant was injected into a liquid chromatography tandem mass spectrometry (LC–MS/MS) system. Ultrahigh-performance liquid chromatography (UHPLC)-MS/MS analyses were performed using a Vanquish UHPLC system (Thermo Fisher, Germany) coupled with an Orbitrap Q Exactive™ HF-X mass spectrometer (Thermo Fisher, Germany) at Novogene Co., Ltd. (Beijing, China). The raw data files generated by the UHPLC–MS/MS system were processed using the Compound Discoverer 3.1 platform (CD3.1, Thermo Fisher) to perform peak alignment, peak picking, and quantitation of each metabolite. The normalized data were used to predict the molecular formula based on additive ions, molecular ion peaks, and fragment ions. Then, peaks were matched with the mzCloud,^3^ mzVault, and MassList databases to obtain accurate qualitative and relative quantitative results. Statistical analyses were performed using the statistical software R (R version R-3.4.3), Python (Python version 2.7.6), and CentOS (CentOS release 6.6). When data were not normally distributed, normal transformations were attempted using the area normalization method.

These metabolites were annotated using the Kyoto Encyclopedia of Genes and Genomes (KEGG) database,^4^ Human Metabolome Database (HMDB),^5^ and LIPID MAPS database.^6^ Principal component analysis (PCA) and partial least squares discriminant analysis (PLS-DA) were performed using metaX (a flexible and comprehensive software for processing metabolomics data). We employed a univariate analysis (*t* test) to calculate statistical significance (*p*-value). Metabolites with a variable importance in projection (VIP) value > 1, *p*-value < 0.05, and fold change (FC) ≥ 2 or ≤ 0.5 were considered differentially altered metabolites. Volcano plots were constructed to filter the metabolites of interest based on the log2 (FC) and log10 (*p*-value) of metabolites. The functions of these metabolites and metabolic pathways were analyzed using the KEGG database. Next, we evaluated the metabolic pathway enrichment of the differentially altered metabolites. When the ratios were satisfied by x/n > y/N, the metabolic pathway was considered enriched, while when the p value of the metabolic pathway was <0.05, the enrichment of the metabolic pathway was considered statistically significant. Correlation analysis was performed by calculating Pearson’s correlation coefficient using the R language mixOmics package to calculate the correlation coefficient r^2^ and the *p*-value of differentially expressed genes and differentially expressed metabolites. All differentially expressed genes and differentially altered metabolites obtained in the alcohol-FMT group compared with the control-FMT group were mapped to the KEGG database to obtain their common pathway information and for statistical analysis.

### Transcriptome sequencing and data analysis

Total RNA was extracted from the testicular tissues of animals in the alcohol-FMT and control-FMT groups, with three replicates in each group. RNA integrity was assessed using an RNA Nano 6000 Assay Kit and a Bioanalyzer 2100 system (Agilent Technologies, Santa Clara, CA, United States). The cDNA libraries were prepared using an Illumina TruSeq RNA Sample Prep Kit. The average size of the library cDNAs was 150 bp (excluding adapters). The integrity and quality of cDNA libraries were assessed using an Agilent 2100 Bioanalyzer and an ABI StepOne Plus real-time PCR system. RNA sequencing (RNA-seq) was performed by Novogene Company (Tianjin, China). RNA-seq reads from the FASTQ files were mapped to the mouse reference genome using TopHat2. The accession number for the RNA-seq data is GEO GSE192522.

The original data were filtered to obtain clean data and ensure the quality and reliability of the analysis. Trinity software was used for transcript assembly. Corset hierarchical clustering was performed for splicing. BUSCO software was used to evaluate the splicing quality of Trinity.fasta, unigene.fa, and cluster.fasta files. The gene function was annotated using the following databases: Nr [National Center for Biotechnology Information (NCBI nonredundant protein sequences), Nt (NCBI nonredundant nucleotide sequences), Pfam (protein family), KOG/COG (clusters of orthologous groups of proteins), Swiss-Prot (a manually annotated and reviewed protein sequence database), KO (KEGG Orthology database), and GO (Gene Ontology)]. The differential expression analysis of the two conditions/groups was performed using the DESeq2 R package (1.20.0). DESeq2 provides statistical routines for determining differential expression in digital gene expression data using a model based on a negative binomial distribution. The resulting *p* values were adjusted using the Benjamini–Hochberg approach to control the false discovery rate. Genes with an adjusted *p*-value < 0.05 identified by DESeq2 were considered differentially expressed. The GO enrichment analysis of differentially expressed genes was performed using the clusterProfiler R package, and gene length bias was corrected. We used the clusterProfiler R package to test the statistical enrichment of differentially expressed genes in KEGG pathways.

### Statistical analysis

The data are expressed as the mean ± standard error of the mean (SEM). Statistical comparisons between two measurements were analyzed by independent-samples t tests using SPSS 26.0 software (SPSS, Inc., Chicago, IL, United States). When analyzing gut microbiota sequencing data, we performed a two-tailed Wilcoxon rank-sum test by R Project; *p* < 0.05 was considered statistically significant.

## Results

### Mouse intestinal dysbiosis and impaired sperm quality induced by 10% ethanol

Through its interaction with the host, the gut microbiota plays an important role in human diseases. We established a mouse model of chronic drinking (10% ethanol; alcohol) to investigate the effect of chronic drinking-induced intestinal dysbiosis on sperm quality. No significant difference was observed in body weight between the alcohol group and the control group (*p* = 0.479, Supplementary Table 2). We harvested the intestinal contents from each group for 16S rDNA sequencing and found that chronic drinking induced significant changes in the gut microbiota. We measured alpha diversity using the Shannon index, Chao1 index, ACE index, Simpson index, observed features, ENSPIE, and Fisher’s alpha (Figure 2A; Supplementary Figure S1A). Most of these indices manifested similar tendencies, as the gut microbiota of mice in the alcohol group exhibited a higher alpha diversity than that of control mice (*p* = 0.0104, *p* = 0.0373, *p* = 0.0373, *p* = 0.0249, *p* = 0.0373, *p* = 0.0249, and *p* = 0.0373, respectively). The beta diversity based on weighted PCoA clearly showed a difference in the microbiota composition between the control group and the alcohol group, with a significant difference along the PCO1 axis (accounting for 54.83% of the overall variation, Figure 2B). Next, we compared the species composition of the gut microbiota between the alcohol group and the control group at different levels. Chronic drinking induced significant differences in the gut microbiota at different levels (Supplementary Figure S1B). The relative abundance of the dominant phyla (> 0.5%) Bacteroides and Tenericutes decreased significantly, while that of the phylum Firmicutes increased significantly. The relative abundance levels of the dominant classes (> 0.5%) Bacteroidia, Mollicutes, and Erysipelotrichia decreased significantly, while those of the classes Clostridia and Verrucomicrobia increased significantly. The relative abundance of the dominant orders (> 0.5%) Bacteroidales, Mycoplasmatales, and Erysipelotrichales decreased significantly, while that of the orders Clostridiales and Verrucomicrobiales increased significantly. At the family level, the relative abundance of the dominant taxa (> 0.5%) Erysipelotrichaceae, Muribaculaceae, and Mycoplasmataceae decreased significantly, while that of Akkermansiaceae, Lachnospiraceae, Rikenellaceae, and Ruminococcaceae increased significantly. At the genus level, the relative abundance of the dominant taxa (˃0.5%) *Allobaculum*, *Alloprevotella, Adlercreutzia*, *Gordonibacter*, and *Mycoplasma* decreased significantly, while that of *Alistipes*, *Eubacterium_nodatum*_group, *Lachnospiraceae*_NK4A136_group, Family_XIII_UCG_001, *Angelakisella*, *Ruminiclostridium*_5, *Ruminiclostridium*_6, UBA1819, *Moorella*, *Marvinbryantia*, *Ruminococcus__gnavus* _ group, and *Ruminococcaceae*_UGG_014 increased significantly (Figure 2C). The heatmap shows the most differentially abundant features selected at the genus level between mice in the alcohol and control groups (Figure 2D). We performed high-dimensional class comparisons using LEfSe (LDA score > 3.5) to identify bacterial biomarkers of the two groups (Figure 2E). Collectively, the gut microbiota differed between mice in the alcohol and control groups.

**Figure 2:**
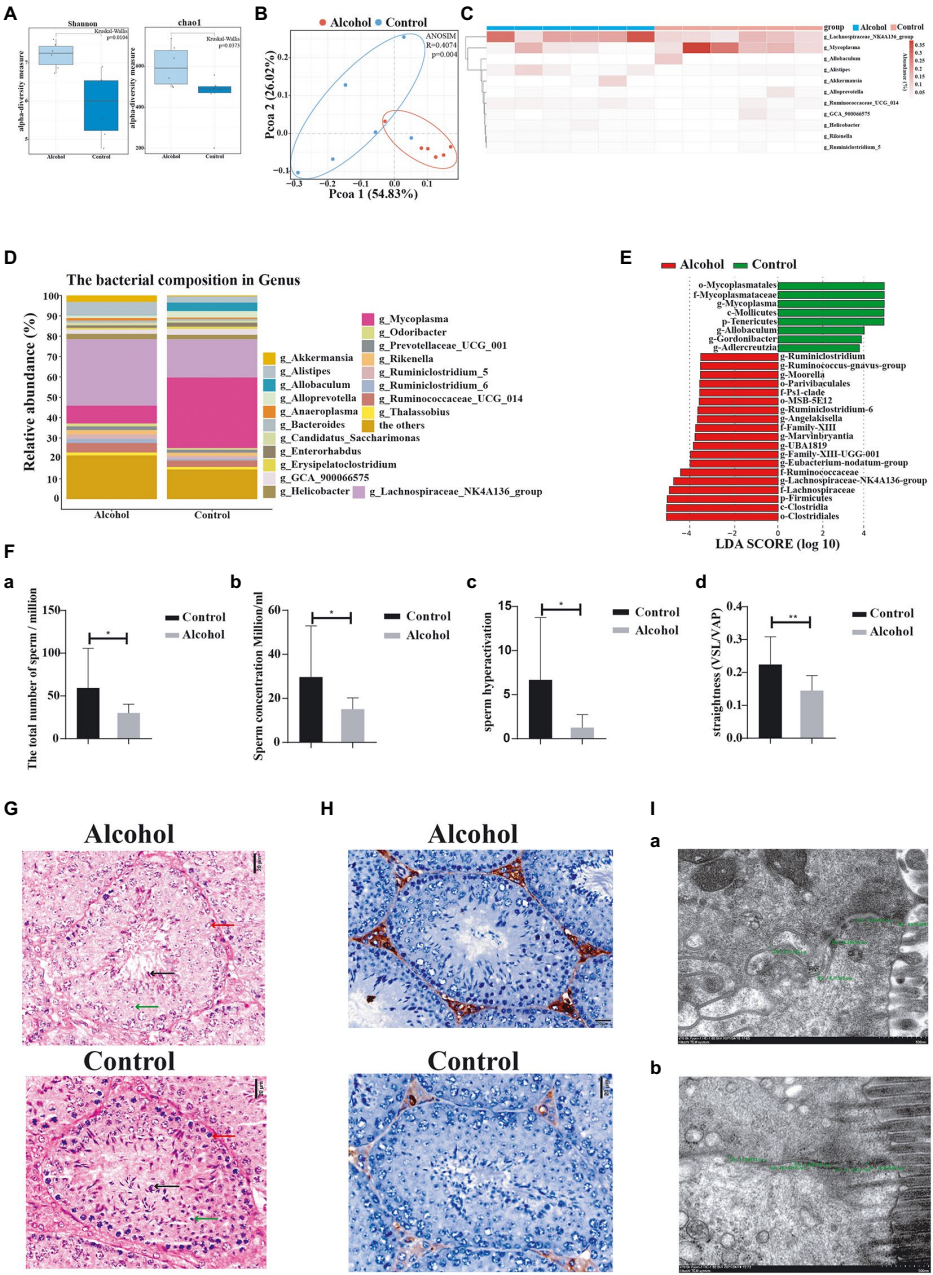
Chronic alcohol consumption (alcohol) altered the gut microbiota and impaired sperm quality. **(A)** Alpha diversity (based on the Shannon and Chao1 index). **(B)** pCoA of beta diversity. **(C)** Heatmap of selected differentially abundant features. **(D)** Relative abundance of the indicated genus. **(E)** LEfSe indicating differences in the bacterial taxa between alcohol and control group mice. Green bars indicate taxa enriched in control mice, and red bars indicate taxa enriched in alcohol-treated mice. **(F)**—**(a)** The total number of sperm, **(b)** the concentration of sperm, **(c)** hyperactivation of sperm, and **(d)** the straightness of sperm. **(G)** Representative images of H&E staining showing impairment of the seminiferous tubules in the testis. Scale bar = 20 μm. **(H)** Immunohistochemical determination of macrophage infiltration in the testis of alcohol-treated mice. Scale bar = 50 μm. **(I)** Transmission electron microscopy images measuring the intercellular space. **(a)** Alcohol and **(b)** control groups. ^*^p < 0.05 and ^**^p < 0.01.

We also investigated the effect of chronic drinking on male sperm quality. Sperm count, sperm concentration, sperm hyperactivation, and forward progression were significantly reduced in the alcohol group (Figure 2F), along with significantly decreased numbers of spermatocytes (red arrow), round spermatids (green arrow), and sperm (black arrow) in the seminiferous tubules (Figure 2G), and the infiltration of a largenumber of macrophages in the testicular interstitium (Figure 2H). These findings are consistent with previous reports (Anderson et al., 1982; Talebi et al., 2011; Ezzatabadipour et al., 2012; Chen and Li, 2014).

Furthermore, we observed intestinal mucosal epithelial cells and cell junction complexes with transmission electron microscopy. The small intestinal mucosa was significantly more permeable in the alcohol group than in the control group (Figure 2I; Supplementary Table 3), which manifested as a widened gap junction. Intestinal dysbiosis increases the permeability of the intestinal mucosa, which aggravates intestinal dysbiosis and causes gut metabolites to enter the blood circulation through the intestinal barrier. In summary, chronic alcohol consumption induces intestinal dysbiosis and significantly affects sperm quality in mice.

### Significantly elevated serum endotoxin levels and impaired sperm quality in the alcohol-FMT group

We investigated the effect of chronic drinking-induced intestinal dysbiosis on sperm quality by transplanting the fecal microbiota from the alcohol group into the intestine of normal mice by gavage and then analyzed the sperm from the alcohol-FMT group and control-FMT group. At the end of FMT, no significant difference was observed in the mean body weight between the alcohol-FMT group and the control-FMT group (21.58 ± 3.87 g vs. 23.42 ± 3.49 g, *p* > 0.05; Supplementary Table 4). Sperm counts, sperm concentrations and sperm hyperactivation were significantly lower in the alcohol-FMT group than in the control-FMT group. The straightness (straight-line (rectilinear) velocity/average path velocity) of sperm declined but not significantly (Figure 1B), along with significantly decreased numbers of spermatocytes and sperm in the seminiferous tubules (Figure 1C). The cell apoptosis analysis (TUNEL) results further showed increased apoptosis of spermatocytes in the seminiferous tubules of the alcohol-FMT group compared with the control-FMT group, although the difference did not reach statistical significance (Figures 1D,E). Moreover, serum endotoxin levels were significantly higher in the alcohol-FMT group than in the control-FMT group (Figure 1F). Based on these findings, FMT from the alcohol group into normal mice increases serum endotoxin levels and impairs sperm quality in otherwise normal mice.

### Significant post-FMT differences in the gut microbiota between the alcohol-FMT group and the control-FMT group

The intestinal contents were harvested from the alcohol-FMT group and control-FMT group for high-throughput 16S rDNA sequencing. We measured alpha diversity using the Shannon index, Chao1 index, ACE index, Simpson index, observed features, ENSPIE, and Fisher’s alpha (Figure 3A; Supplementary Figure S3A). Most of the indices exhibited similar tendencies, although the gut microbiota of the alcohol-FMT group displayed higher alpha diversity than that of the control-FMT group, but the difference did not reach statistical significance (*p* = 0.1745, *p* = 0.2505, *p* = 0.2505, *p* = 0.4647, *p* = 0.2505, *p* = 0.4647, and *p* = 0.2505, respectively), which was consistent with the results described above. A distinct clustering of the microbiota composition for the two groups was observed using Bray–Curtis-based pCoA (Figure 3B). Next, we analyzed the microbiota composition and observed intergroup differences in species composition at different levels (Supplementary Figure S3B). At the phylum level, the relative abundance levels of the dominant taxa (˃0.5%) Bacteroides and Epsilonbacteraeota decreased, while those of Patescibacteria and Cyanobacteria increased. At the class level, the relative abundance of the dominant taxa (> 0.5%) Bacteroidia, Campylobacter, and Erysipelotrichia decreased, while that of Anaerolineae, Oxyphotobacteria, and Saccharimonadia increased. The relative abundance of the dominant orders (> 0.5%) Bacteroidales, Campylobacterales, and Erysipelotrichales decreased, while that of the orders Chloroplast, Clostridiales, and Saccharimonadales increased. At the family level, the relative abundance of the dominant taxa (> 0.5%) Bacteroidaceae, Erysipelotrichaceae, Helicobacteraceae, Muribaculaceae, and Prevotellaceae decreased, while that of Lachnospiraceae and Saccharimonadaceae increased. At the genus level, differential clustering and features were observed between the alcohol-FMT group and the control-FMT group. The relative abundance of the dominant genera (> 0.5%) Helicobacter, Bacteroides, Oscillibacter, Lachnospiraceae_UCG_001, Blautia, and Alloprevotella decreased, while that of the genera Lachnospiraceae_NK4A136_group, Ruminococcaceae_UCG_014, Ruminiclostridium_6, Ruminococcus_torques_group, and GCA_900066575 increased (Figure 3C). The heatmap shows the most differentially abundant features selected at the genus level between the alcohol-FMT and control-FMT mice (Figure 3D). Some of the changes described above were also observed between the alcohol group and the control group.

**Figure 3:**
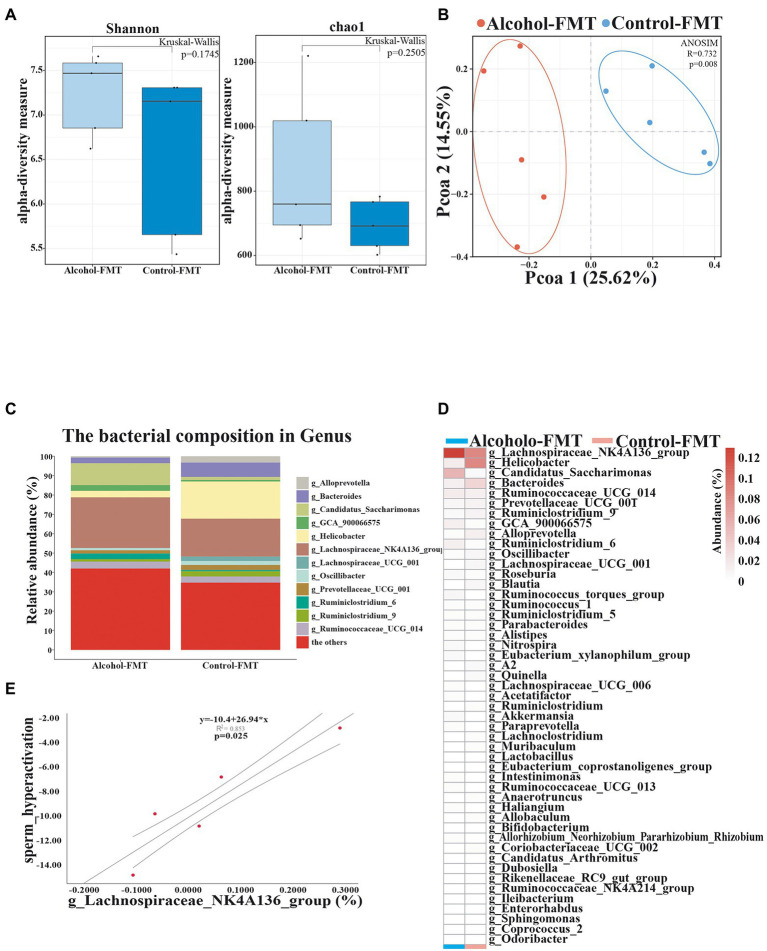
Transferring microbiota from alcohol-treated mice alters the gut microbiota community of normal mice. **(A)** Alpha diversity (based on the Shannon and Chao1 index). **(B)** PCoA of the beta diversity metric distance. **(C)** Relative abundance of the indicated genus. **(D)** Heatmap of selected differentially abundant genera. **(E)** The correlation between sperm hyperactivation and *Lachnospiraceae*_NK4A136_group abundance. ^*^p < 0.05 and ^**^p < 0.01.

As described above, serum endotoxin levels were significantly elevated in the alcohol-FMT group. Pearson’s correlation analysis showed that serum endotoxin levels were correlated with the relative abundance of *Lachnospiraceae*_NK4A136_group, *Helicobacter*, *Bacteroides*, *Candidatus_Saccharimonas*, and *Akkermansia*, although the intergroup difference did not reach statistical significance (Pearson’s correlation coefficient, *p* ≥ 0.05). Pearson’s correlation analysis of sperm quality and the relative abundance of gut microbiota showed a significant negative correlation between sperm motility and the abundance of *Lachnospiraceae*_NK4A136_group (*p* = 0.025) (Figure 3E). These findings indicate that transplantation of the fecal microbiota from the alcohol group to normal mice also altered the gut microbiota and led to impaired sperm quality in otherwise normal mice. We suggest that *Lachnospiraceae*_NK4A136_group may be one of the most important species causing impaired sperm quality, although further research is needed to investigate the mechanism.

### Significant differences in gut metabolites between the alcohol-FMT group and the control-FMT group are due to the differences in the gut microbiota

As described above, the difference in the gut microbiota may be an important factor contributing to impaired sperm quality in the alcohol-FMT group. We adopted KEGG pathway analysis to detect the relative abundance levels of metabolic pathways related to the gut microbiota to investigate how chronic drinking-induced intestinal dysbiosis affects spermatogenesis. Fifteen KEGG pathways differed between alcohol-FMT and control-FMT mice (Figure 4A). In particular, the primary and secondary bile acid biosynthesis pathways were significantly less enriched in the alcohol-FMT group, although the intergroup difference did not reach statistical significance (*p* = 0.081 and *p* = 0.73, respectively). The correlation analysis result of differentially enriched KEGG pathways with the species at the genus level showed that differentially abundant microbiota species were enriched in a series of metabolic pathways (Figure 4B), such as steroid biosynthesis, Wnt signaling pathway, primary bile acid biosynthesis, secondary bile acid biosynthesis, folate biosynthesis, and oxidative phosphorylation, all of which have been shown to be critical for spermatogenesis (Ding et al., 2020; Zhang et al., 2021). Next, we performed UHPLC–MS/MS to analyze the nontargeted metabolomics of the intestinal contents from the alcohol-FMT group and the control-FMT group (Supplementary Table 5). PLS-DA showed apparent metabolite clustering in both groups (Figure 4C). Transplantation of the fecal microbiota from the alcohol group to normal mice caused extensive changes in the gut metabolites in otherwise normal mice (Figure 4D). A total of 105 differentially altered metabolites were identified, including 22 upregulated metabolites and 83 downregulated metabolites in the alcohol-FMT group compared with the control-FMT group (Figure 4E). These metabolites were annotated to metabolic pathways related to amino acids, lipids and lipid molecules, fatty acids and conjugates, steroids, and flavonoids using the KEGG database, HMDB, and LIPID MAPS database (Figure 4F). The differentially altered metabolites were enriched in 20 KEGG pathways, including pentose and glucuronate interconversions (*p* = 0.0150), riboflavin metabolism (*p* = 0.0287), nicotinate and nicotinamide metabolism (*p* = 0.1638), morphine addiction (*p* = 0.0739), lysine degradation (p = 0.1638), glyoxylate and dicarboxylate metabolism (*p* = 0.0456), cortisol synthesis and secretion (*p* = 0.1115), citrate cycle (tricarboxylic acid (TCA) cycle) (p = 0.0287), caffeine metabolism (p = 0.0456), alanine, aspartate, and glutamate metabolism (*p* = 0.1370), and oxidative phosphorylation (*p* = 0.2065; Figure 4G), which was consistent with the KEGG analysis results of the 16S sequencing data. The significantly differentially altered metabolites enriched in these metabolic pathways included alpha-ketoglutaric acid, oxaloacetic acid, ribitol, riboflavin-5-phosphate, 1-methylxanthine, and 1-methyluric acid (Supplementary Table 6). Analyses of the 16S rDNA sequencing data and nontargeted metabolomics data identified a positive or negative correlation between 49 differentially abundant microbiota species and 50 differentially altered metabolites (Figure 4H), indicating that changes in the gut microbiota caused changes in the gut metabolites. Interestingly, the differentially altered metabolites were mainly lipids and amino acids, with a significantly less enriched bile acid metabolic pathway in the alcohol-FMT group. In summary, the differences in the gut microbiota between the alcohol-FMT group and the control-FMT group caused significant differences in gut metabolites, which is one possible explanation for the difference in sperm quality, although further research is needed to validate the results.

**Figure 4:**
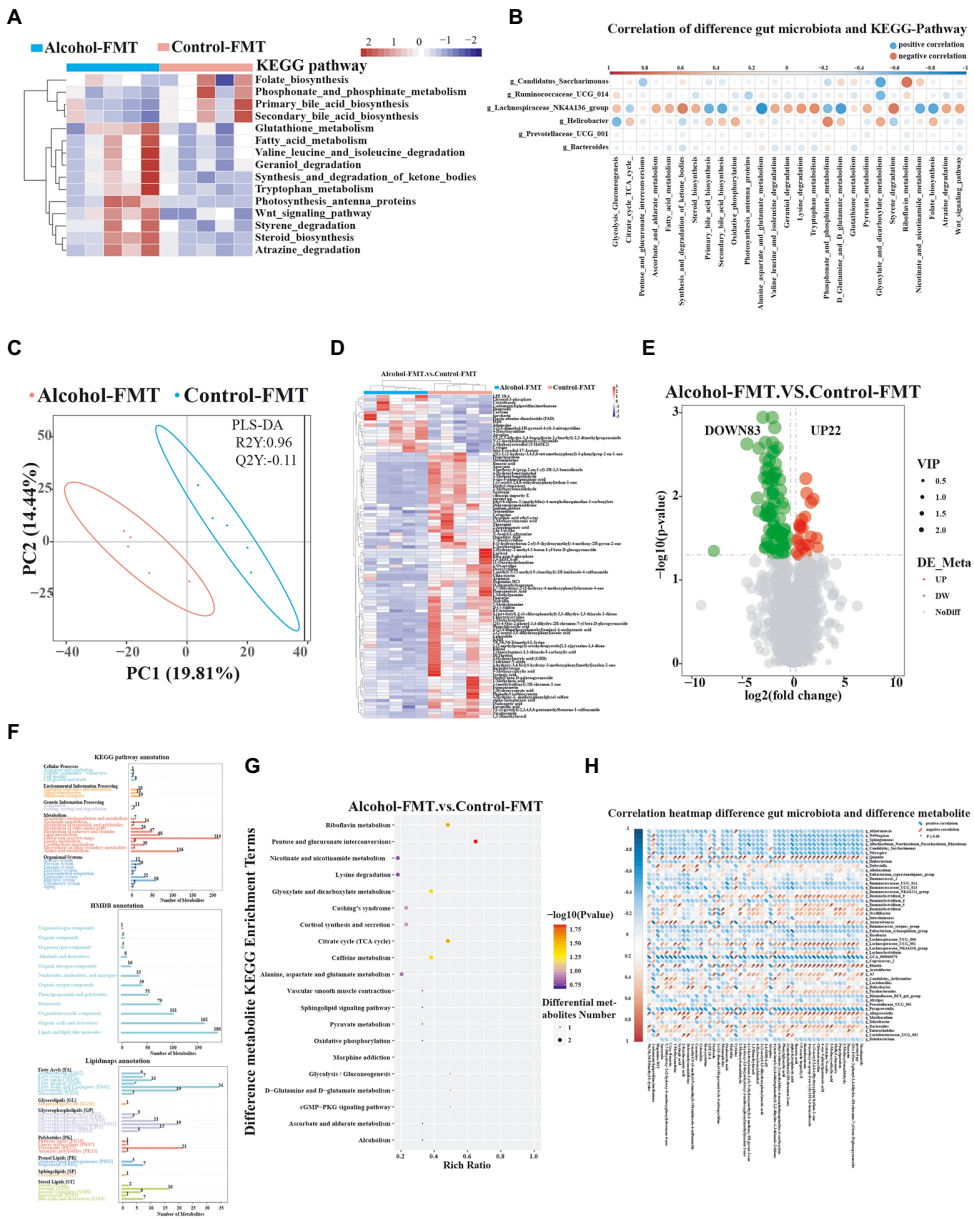
The alteration in the gut microbiota of the alcohol-FMT group was closely associated with differences in intestinal metabolites. **(A)** KEGG pathway analysis (top 15 different pathways). **(B)** Correlation map of differentially enriched KEGG pathways and differentially abundant bacteria. **(C)** PLS-DA score plot discriminating the intestine digesta metabolome from the control-FMT and alcohol-FMT groups. **(D)** Heatmaps of the differentially altered metabolites. **(E)** Volcano plot showing the changes in the intestine digesta metabolome (log2 fold change ≥ 1.5). **(F)** Metabolite pathways annotated for all metabolites based on the KEGG database, HMDB, and LIPID MAPS database. **(G)** KEGG pathway enrichment bubble diagram of differentially altered metabolites. **(H)** Correlation heatmap of differentially abundant gut microbiota and differentially altered metabolites from the alcohol-FMT and control-FMT groups. Blue represents a positive correlation, red represents a negative correlation, and a darker color corresponds to a stronger correlation. ^*^p < 0.05 and ^**^p < 0.01.

### In the alcohol-FMT group, intestinal dysbiosis-induced intestinal inflammation affects the host testes

As described above, serum endotoxin levels were elevated in the alcohol-FMT group, which was correlated with certain microbiota, especially the dominant phyla Firmicutes and Bacteroides. We first analyzed intestinal inflammation in the recipient mice. H&E staining showed pronounced lymphocyte infiltration in the lamina propria of the small intestine in the alcohol-FMT group compared with the control-FMT group (Figure 5A). Immunohistochemistry and immunofluorescence staining also showed that a large amount of macrophages (Figures 5B,C) and T cells (Figure 5D) had infiltrated the lamina propria of the small intestine in alcohol-FMT recipient mice, suggesting that chronic drinking induced changes in the gut microbiota to promote inflammation. The testes and epididymis are where sperm are produced, mature, and are mobilized (Cornwall, 2009; Mäkelä et al., 2019), and they are the foundation of male fertility and reproductive health. Elevated endotoxin levels cause testicular and epididymal inflammation and affect spermatogenesis and sperm motility (Cao et al., 2010; Wang et al., 2019). Testicular immunohistochemistry also revealed that a large number of macrophages infiltrated the testicular interstitium in the alcohol-FMT group compared with the control-FMT group (Figures 5E,F), indicating the presence of inflammation. The results described above confirmed that FMT from the alcohol group to normal mice increased serum endotoxin levels and caused chronic inflammation in otherwise normal mice. We used antibody array technology to analyze the serum levels of 18 specific inflammatory cytokines in the alcohol-FMT and control-FMT groups. PCA showed differential clustering, with a significant difference along the PCO2 axis (responsible for 52.2% of the overall change rate, Figure 5G). All 18 inflammatory cytokines were present at higher levels in the alcohol-FMT group than in the control-FMT group, although the difference did not reach statistical significance in most cases (Figure 5H). In particular, serum IL-12p70 (*p* = 0.0148) and IL-22 (*p* = 0.0246) levels were significantly higher in the alcohol-FMT group, indicating significantly increased inflammation in this group compared with the control-FMT group. We also analyzed inflammatory cytokine levels in the testes and detected higher levels of the proinflammatory cytokines IL-2 and IL-Ib and lower levels of the anti-inflammatory cytokines TGF β1, IL-12p70, and IL-22 in the alcohol-FMT group than in the control-FMT group, although the differences did not reach statistical significance (*p* > 0.05).

**Figure 5:**
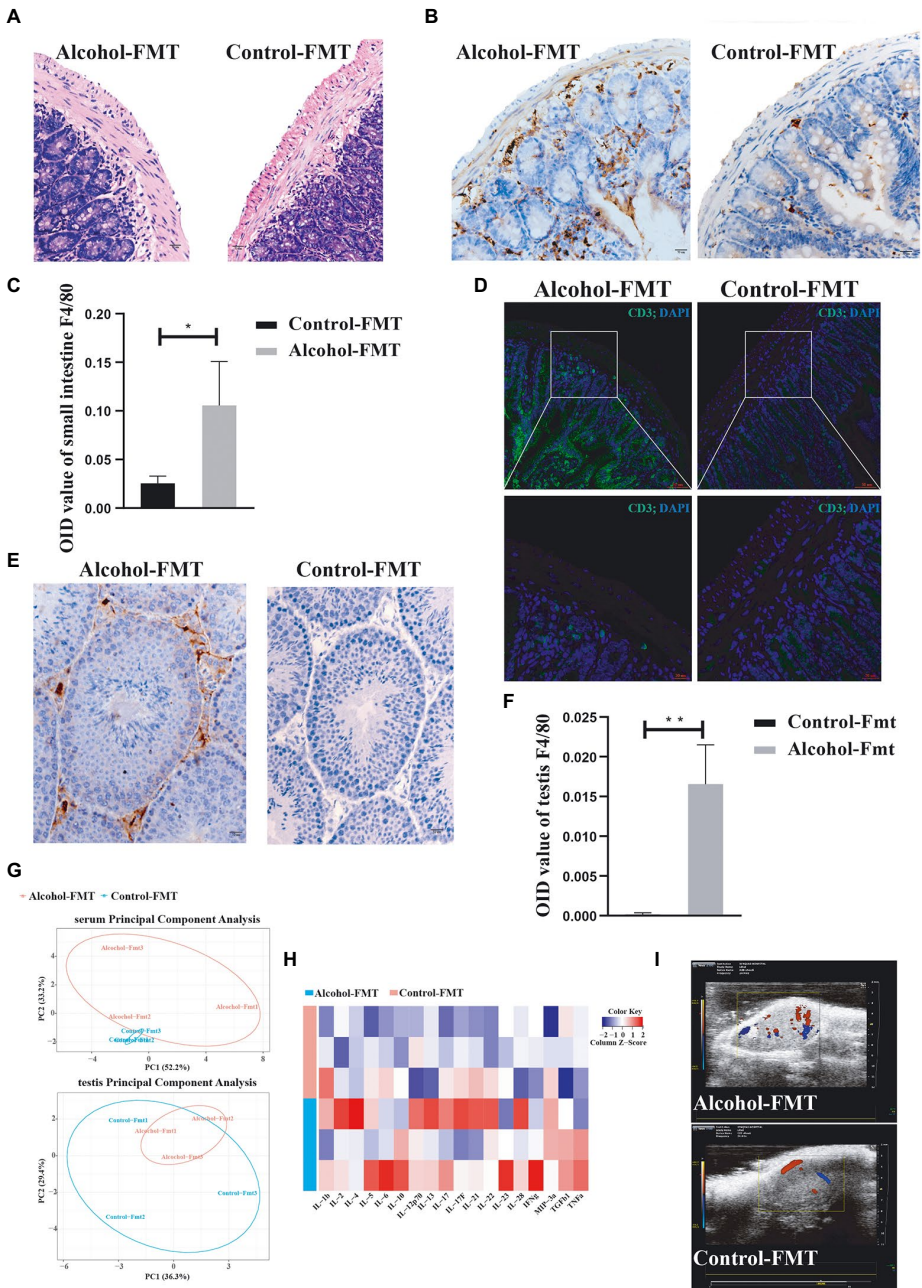
Alcohol**-**FMT mice showed dysbiosis of the gut microbiota, which led to intestinal CD3+ T-cell and macrophage aggregation and testis inflammation. **(A)** Histological examination of FMT-treated intestines. Scale bar = 50 μm. **(B)** Immunohistochemical determination of macrophage infiltration in the small intestines. Scale bar = 50 μm. **(C)** F4/80 histological score. **(D)** Immunofluorescence staining for CD3 (green) was performed in the small intestine samples. Nuclei were stained with DAPI (blue). The lower panels show higher magnification images of the upper panels. Scale bar = 20 μm. **(E)** Immunohistochemical determination of macrophage infiltration in the testis. Scale bar = 50 μm. **(F)** F4/80 histological score. **(G)** PCA of the serum and testis inflammatory factors. **(H)** Heatmap of the abundance of 18 inflammatory factors. **(I)** Ultrasonic evaluation of testicular blood flow using the Vevo 2,100 imaging system. Red and blue represent blood flow; red represents positive blood flow, and blue represents reverse blood flow. ^*^p < 0.05 and ^**^p < 0.01.

Studies have demonstrated that chronic inflammation causes sustained activation of endothelial cells, which promotes angiogenesis, increased blood flow, and macrophage aggregation (Cao et al., 2010). We observed the testicular blood flow in each group using the Vevo 2,100 imaging system (Visual sonic Inc., Toronto ON, Canada) with a 30-MHz phased array transducer (MS400) at a frame rate of 235/s. The results indicated increased testicular blood flow in the alcohol-FMT group compared with the control-FMT group (Figure 5I), which, along with ultrasound images, confirmed that FMT from the alcohol group to normal mice increased testicular blood flow and the level of testicular inflammation in otherwise normal mice. In summary, FMT from the alcohol group to normal mice induced changes in the gut microbiota, which caused intestinal and testicular inflammation and ultimately impaired sperm quality in the alcohol-FMT group.

### Chronic drinking-induced intestinal dysbiosis alters testicular gene expression

As described above, FMT from the alcohol group impaired sperm quality. 

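Testis RNA was sequenced from 3 mice of the control-FMT group (mice 16, 19 and 21) and 3 mice of the alcohol-FMT group (mice 18, 24 and 31), with 1 library per mouse. The recipients had been given 200 μl of fecal suspension by gavage 3 times a week for 10 weeks, from control donors or from donors drinking 10% ethanol. The donors drank ethanol for 10 weeks according to the paper and for 8 weeks according to the sample records. The authors deposited 1 table with the FPKM of 54532 Ensembl genes in each mouse, with gene lengths and with positions on the mouse build GRCm38 (mm10). TopHat2 is named as the aligner in the methods, and the submitters' processing notes name HISAT2 2.0.5 and the builds mm10 and mm8. Multiplied by the gene length, the FPKM of each library were whole multiples of 1 step for 100% of the values, to a tolerance of 0.01, so that the fragments behind each value could be read back. The control-FMT libraries held 16504096 to 18045951 fragments in genes, with a median of 17647505, and the alcohol-FMT libraries held 17167372 to 18633124, with a median of 18320869. The total in the denominator of the deposited FPKM was not each library's own, but one scaled by the median ratio of its genes to the mean library, with relative factors from 0.948 in alcohol-FMT mouse 18 to 1.05 in alcohol-FMT mouse 24. The 15206 genes with a mean FPKM of at least 1 over the 6 libraries were tested with limma on log2(FPKM + 1), with Benjamini-Hochberg adjustment over these genes. A log2 fold change is therefore on the log2(FPKM + 1) scale, which understates the change of genes of low FPKM. In simulated libraries of the same genes, the adjusted test found 2% of the genes changed by 25% and 30% of those changed 1.5-fold. It found 72% of those changed 2-fold and 100% of those changed 4-fold, with 50 genes at each size. Simulated genes of like mean level shared the same spread, which real genes need not do. These shares can therefore overstate what the test finds in the real libraries. Genes were also described by 33 lists of pathways and cell type markers, written from textbook knowledge. The set tests over these lists used the same log2(FPKM + 1) values, and p-values were adjusted over the 33 lists.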

We next investigated the mechanism of impaired sperm quality in the alcohol-FMT group by collecting testis samples from the alcohol-FMT group and the control-FMT group for transcriptome sequencing, with fragments per kilobase per million (FPKM) ≥ 1 as the threshold for gene expression. 

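Among the genes with the smallest p, Cfd, which encodes the complement protease factor D, was at 0.171 ± 0.296 FPKM (SD, n = 3) in the control-FMT group and 2.04 ± 0.404 FPKM (SD, n = 3) in the alcohol-FMT group. Its log2 fold change was 1.39 (standard error 0.19, adjusted p = 0.44 from limma). Control-FMT mice 16, 19 and 21 were at 0, 0 and 0.512 FPKM, so Cfd reached the minimum FPKM only through the alcohol-FMT libraries. The filter thus fixed the direction of Cfd. Igha, the constant region of immunoglobulin A, had a log2 fold change of 0.75 (standard error 0.127, adjusted p = 0.54 from limma). The other 8 of the 10 higher genes with the smallest p were Prss52, Klk1b8, Rpl39l, AC126942.1, Ubl4a, Cstl1, Fen1 and Saxo1os, with log2 fold changes from 0.35 to 0.56. They include Rpl39l, a ribosomal protein paralog of the testis, and Fen1, the flap endonuclease of DNA replication. The 10 lower genes with the smallest p were Mir1898, Mir5125, Samt2, Klk1b27, Trank1, Ly6e, H2-Aa, mt-Tr, mt-Nd3 and Lifr. H2-Aa, a chain of the major histocompatibility complex class II, was at 5.56 ± 0.455 FPKM (SD, n = 3) and 3.59 ± 0.641 FPKM (SD, n = 3) in the control-FMT and alcohol-FMT groups, and Lifr, the receptor of leukemia inhibitory factor, at 3.42 ± 0.302 FPKM and 2.31 ± 0.255 FPKM. The mitochondrial transfer RNA gene mt-Tr, of 68 bases, was listed at 0 in each alcohol-FMT library and at 0.812 to 6.07 FPKM in the control-FMT libraries. At this length such values stand for only a few fragments in a library, so the 0 does not show that the transcript was absent. No gene passed an adjusted p of 0.05, since limma called 0 genes, with a smallest adjusted p of 0.18, and limma-voom on the recovered fragments also called 0. At an unadjusted p up to 0.05, 1106 genes differed in limma, of which 750 were higher and 356 lower in the alcohol-FMT group, where chance alone gives 760. The share of higher genes was 67.8%, against 46.6% (449 higher and 515 lower) with library totals in place of the deposited scaling, 49.6% (543 higher and 552 lower) with limma-voom and 50.2% (519 higher and 514 lower) with each library's trend against gene length removed. The total was 2697 without alcohol-FMT mouse 18, 664 without control-FMT mouse 19 and 678 without control-FMT mouse 21. In 7.8% of the genes every alcohol-FMT library lay above every control-FMT library and in 5.3% below, where chance gives 10% for both directions together.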

Among the eligible genes, 1,025 genes showed significant differences in expression (*p* ≤ 0.05, or |log2 FC| > 0), including 618 upregulated genes and 407 downregulated genes. We then used the H-cluster method with log2(FPKM + 1) to analyze differential expression and centralization correction to observe clustering (Figures 6A,B). Moreover, KEGG pathway analysis revealed a series of enriched pathways, such as ribosome (*p* = 3.14E-12), oxidative phosphorylation (*p* = 1.16E-11), Wnt signaling pathway (*p* = 0.0077), synthesis and degradation of ketone bodies (*p* = 0.0091), proteasome (*p* = 0.0403), thermogenesis (*p* = 1.52E-07), and retrograde endocannabinoid signaling (*p* = 0.0003) (Figure 6C), all of which play important roles in spermatogenesis and sperm quality. In particular, the expression levels of the mitochondrial genes MT-ND1 (mitochondrially encoded NADH:ubiquinone oxidoreductase core subunit 1), MT-ND2, MT-ND3, and MT-ND4, which encode different subunits of the mitochondrial dehydrogenase complex; oncogenes Myb and Myb12, which regulate cell growth and differentiation; E2F transcription factor 7 (E2F7) and matrix metallopeptidase 14 (MMP14), which regulate cell cycle progression; chromosomal structure maintenance protein genes structural maintenance of chromosomes 1A (Smc1a) and Smc3, which are involved in the regulation of meiosis; and the spermatocyte-specific regulatory factor TATA-binding protein (Tbp) were significantly decreased (Figure 6B).

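The paper shows its clustering as a heatmap of differentially expressed genes, whereas all 15206 tested genes were clustered here. On log2(FPKM + 1) of these genes, average-linkage clustering of the 6 libraries did not separate the recipients of the different donors. Control-FMT mouse 16 joined alcohol-FMT mice 24 and 31, and alcohol-FMT mouse 18 joined control-FMT mice 19 and 21. With a pseudocount of 0.1, with the 500 most variable genes and without alcohol-FMT mouse 24, alcohol-FMT mouse 18 instead stood apart from all other libraries. Over the tested genes, Pearson's r between libraries was 0.979 to 0.990 within the groups and 0.983 to 0.989 between them. The mean distance (1 minus r) was larger between the groups than within them by 3.12e-04 (exact permutation test over 10 splits, one-sided p = 0.4, where 0.1 is the smallest possible). The first principal component held 39.1% of the variance and placed alcohol-FMT mice 18, 24 and 31 at 21.4, −16.7 and −17.9 and control-FMT mice 16, 19 and 21 at −4.90, 8.77 and 9.43. On the second component, with 20.3% of the variance, the control-FMT mice lay between −12.1 and −5.81 and the alcohol-FMT mice between 1.74 and 16.8. The difference of distances turned below 0 with the 500 most variable genes (−0.00172) and without control-FMT mouse 16 (−3.39e-04), 19 (−0.00176) or 21 (−0.00168).

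**Figure D1:**
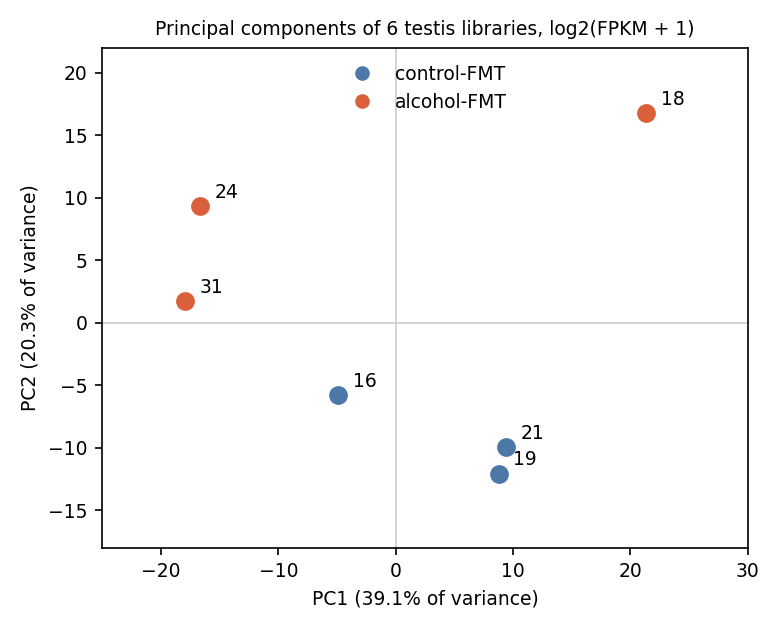
Each point is the testis library of 1 mouse, labelled with the mouse number, on the first component (39.1% of the variance, horizontal axis) and the second component (20.3%, vertical axis) of log2(FPKM + 1), in arbitrary units. Alcohol-FMT mouse 18 lies at 21.4 on the first component, away from alcohol-FMT mice 24 and 31 at −16.7 and −17.9.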

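Genes of the cytosolic ribosome were higher in the alcohol-FMT group as a set, with a median log2 fold change of 0.19. Of 84 tested genes, 17 were higher and 0 lower at an unadjusted p up to 0.05 in limma. The count and the over-representation hung on the libraries, and the call of the set test on how correlation between genes was taken. In limma's set test with a preset correlation of 0.01, adjusted p was 1.72e-10 for this list, and 0.676 with an estimated correlation. Relative to the mean of the 6 libraries, the median of this list was 0.13 and 0.20 in alcohol-FMT mice 24 and 31 and −0.08 in alcohol-FMT mouse 18, among the control-FMT mice. A split across the groups, chosen after the results were seen, set mice 16, 24 and 31 against mice 18, 19 and 21. This list's median was 0.24 in absolute value in that split, against 0.19 in the real one. The 17 higher genes became 4 without mouse 19, 10 without mouse 21, 11 without mouse 24, 8 without mouse 31, 49 without mouse 18 and 10 with library totals. Leaving out a library left 2 in a group, which by itself can lower such counts. In the set test with the preset correlation the list kept its direction and call in every fit. Rpl39l was at 159 ± 6.15 FPKM (SD, n = 3) in the control-FMT group and 216 ± 19.0 FPKM (SD, n = 3) in the alcohol-FMT group, and Fau, the precursor of a small subunit protein, at 184 ± 9.70 FPKM and 234 ± 15.8 FPKM. Of 76 genes of mitochondrial ribosomal proteins, 5 were higher, among them Mrpl2 and Mrpl54, and 0 were lower (median 0.09). There were 20 higher without mouse 18, 10 without mouse 16, 0 without mouse 19 or 31, 1 without mouse 24, and 1 higher and 1 lower without mouse 21 or with library totals. Proteasome genes gave 4 higher and 0 lower of 43 (median 0.09), with log2 fold changes of 0.30 for Psmb7 and 0.28 for Psmb6, which encode subunits of the catalytic core. The 4 became 12 higher and 1 lower without mouse 18, and 1 higher without mouse 19, 21 or 24 or with library totals. Of 9 genes of ketone body metabolism, Oxct2a and Oxct2b, testis forms of the transferase that activates acetoacetate, were higher by 0.27 and 0.29 on the log2 scale, and the list's median was 0.03. In the Wnt list 3 genes were higher and 4 lower of 82 (median −0.04), including Ruvbl1 at 0.24 and the coactivator Crebbp at −0.29. These counts became 0 and 7 with library totals, 2 and 9 with limma-voom, 0 and 1 without mouse 19 or 31, 0 and 2 without mouse 21, 2 and 2 without mouse 16, 2 and 7 without mouse 18 and 1 and 3 without mouse 24. Outside the respiratory chain, the thermogenesis list gave 2 higher genes (Ndufaf3 and Hras) and 1 lower gene (Smarcc1) of 91, and retrograde endocannabinoid signaling without complex I gave Kcnj9 higher and Abhd6 lower of 42. No gene of these lists passed an adjusted p of 0.05 over all genes, and adjusted over the list alone 2 did in the ketone body list and 0 in the others. The pathways were named by the study from these same libraries, so their counts are not independent evidence of a direction, and the lists are textbook lists, not those of KEGG. With the preset correlation limma's set test gave an adjusted p of 0.00259 for the mitochondrial ribosome, 0.00373 for the proteasome and 0.0307 for Wnt signaling, and 0.676 for each of these 3 lists with an estimated correlation. For Wnt signaling the correlation was estimated at 0.017, near the preset 0.01, so correlation alone does not account for its change. The set test of limma gave an adjusted p of 0.272 for ketone body metabolism, 0.803 for thermogenesis and 0.379 for endocannabinoid signaling. Over-representation among the genes at an unadjusted p up to 0.05 (one-sided Fisher's exact test) gave adjusted p = 0.00158 for the cytosolic ribosome and at least 0.893 for the other lists named here. The calls of limma's set test ended for the mitochondrial ribosome and the proteasome without control-FMT mouse 19 (adjusted p = 0.0787 for both), for the mitochondrial ribosome (0.0646), the proteasome (0.0719) and Wnt signaling (0.212) without alcohol-FMT mouse 31, and for Wnt signaling without control-FMT mouse 16 (0.0835), with the gene length trend removed (0.270), with the filter on fragments (0.109) and with no filter (0.533). Over-representation of the cytosolic ribosome in Fisher's exact test ended with library totals (adjusted p = 0.276), with the gene length trend removed (0.139), and without control-FMT mouse 19 (1.00) or 21 (0.135) or alcohol-FMT mouse 24 (0.0522) or 31 (0.819).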

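Of these 11 genes, 9 reached a mean FPKM of 1, and mt-Nd1, mt-Nd3, Mybl2, Mmp14 and Smc1a, 5 of the 9, were lower in the alcohol-FMT group at an unadjusted p up to 0.05 in limma. The study picked the genes on these same libraries, so the count is not independent evidence of their direction, and no gene passed an adjusted p of 0.05 (smallest 0.549). The transcript of mt-Nd3 (mitochondrial genome 9459 to 9806, GRCm38) was at 5.91 ± 1.03 FPKM (SD, n = 3) in the control-FMT group and 2.56 ± 1.12 FPKM (SD, n = 3) in the alcohol-FMT group, a log2 fold change of −0.99 (standard error 0.226). A nuclear transcript, Gm28438, which was looked at after its values were seen, matches it at 99.7% identity over 99.1% of its length and was at 2.75 ± 0.825 FPKM (SD, n = 3) and 5.67 ± 3.38 FPKM (SD, n = 3). mt-Nd1 (2751 to 3707) was at 1213 ± 174 FPKM (SD, n = 3) and 944 ± 163 FPKM (SD, n = 3), a log2 fold change of −0.37 (standard error 0.154, adjusted p = 0.687 from limma). mt-Nd2 (3914 to 4951) and mt-Nd4 (10167 to 11544) had log2 fold changes of −0.20 (adjusted p = 0.880 from limma) and −0.21 (adjusted p = 0.818), and in alcohol-FMT mouse 18 both lay above the control-FMT mean, at 665 FPKM against 555 and at 421 FPKM against 401. The name Myb12 is not a gene symbol of the table, and Mybl2 (chromosome 2, 163054687 to 163084688) was looked up in its place. Mybl2 was at 3.11 ± 0.200 FPKM (SD, n = 3) and 2.41 ± 0.131 FPKM (SD, n = 3), a log2 fold change of −0.27 (adjusted p = 0.604 from limma), and Mmp14 (chromosome 14, 54431612 to 54445364) had one of −0.31 (adjusted p = 0.616). Smc1a (chromosome X, 152016428 to 152062694) was at 1.88 ± 0.123 FPKM (SD, n = 3) and 1.39 ± 0.317 FPKM (SD, n = 3). Smc3 (chromosome 19, 53600398 to 53645833) had a log2 fold change of −0.12 (standard error 0.078, adjusted p = 0.789 from limma) and Tbp (chromosome 17, 15499888 to 15528379) one of −0.09 (standard error 0.083, adjusted p = 0.863). E2f7 (chromosome 10, 110745439 to 110787384) stayed under the minimum, at 0.926 ± 0.0427 FPKM (SD, n = 3) and 0.599 ± 0.109 FPKM (SD, n = 3), and in the fit of all 35799 genes with a fragment its log2 fold change was −0.27 (adjusted p = 0.830 from limma), past the unadjusted threshold. Myb (chromosome 10, 21124935 to 21160984) had only 2 to 11 fragments in each library, with a mean of 0.0614 FPKM in the control-FMT group and 0.0246 FPKM in the alcohol-FMT group (adjusted p = 0.853 from limma in the same fit). The count of 5 became 3 without any one of control-FMT mice 16 and 19 and alcohol-FMT mice 24 and 31, 2 without control-FMT mouse 21, and 7 without alcohol-FMT mouse 18, where mt-Nd2 and mt-Nd4 also passed. Each of these fits left 2 libraries in a group, which by itself can lower the count. Of the same 5, mt-Nd1 missed the threshold with the filter on fragments, Smc1a with a pseudocount of 0.1, and both with no filter.

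**Figure D2:**
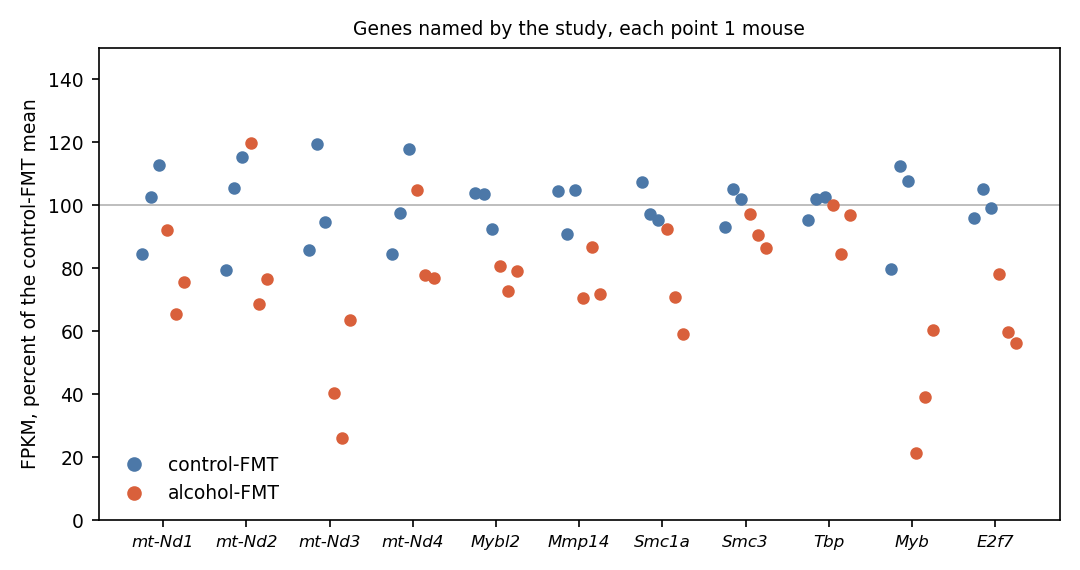
Each point is the FPKM of 1 mouse as a percentage of the mean of the 3 control-FMT mice (vertical axis), for each gene named (horizontal axis), with E2f7 and Myb below a mean FPKM of 1. For mt-Nd2 and mt-Nd4 the values of the groups overlap, and for mt-Nd3 the alcohol-FMT mean is 2.56 FPKM against 5.91.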

**Figure 6:**
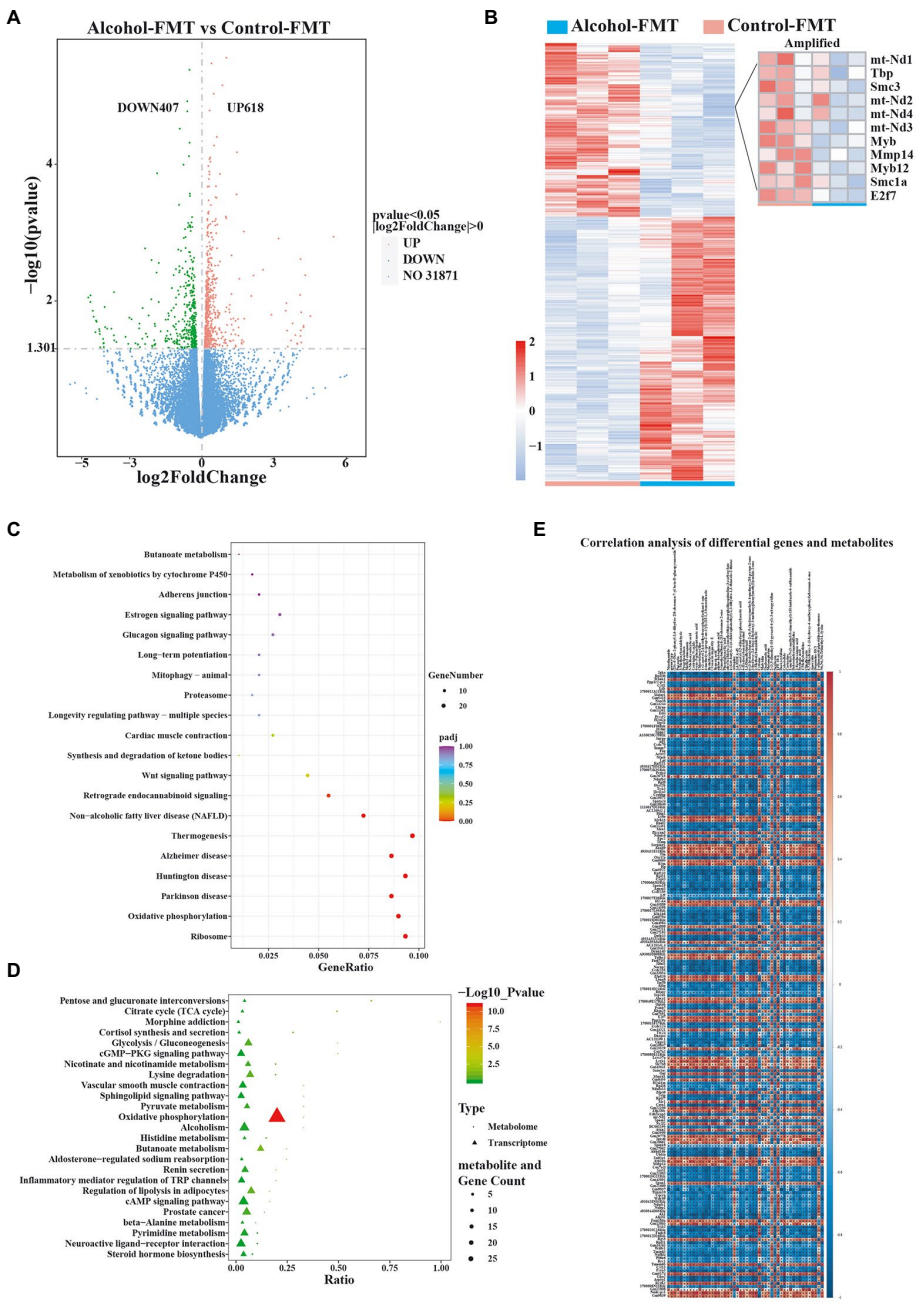
Alterations in gene expression in alcohol-FMT-treated testes. **(A)** Volcano plot showing the changes in the expression of testis-related genes (*p* value<0.05). **(B)** Heatmap of differentially expressed genes in the testis. **(C)** KEGG pathway enrichment analysis of differentially expressed genes. **(D)** The KEGG coenrichment bubble map was drawn using the common enriched pathways of differentially altered metabolites and differentially expressed genes. **(E)** Correlation analysis of differentially expressed genes and metabolites. The results of the correlation analysis showing the top 50 differentially altered metabolites (*p*-values ranging from low to high) and the top 100 differentially expressed genes (*p* values ranging from low to high). Red represents a positive correlation, blue represents a negative correlation, and a darker color corresponds to a stronger correlation. ^*^p < 0.05 and ^**^p < 0.01.

Next, we performed differential KEGG pathway coenrichment analysis using metabolomics and transcriptomics data with KEGG pathways as the entry and the R language ggplot2 package to plot a KEGG coenrichment bubble chart of the differentially altered metabolites and the differentially expressed genes. 

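Nuclear genes of oxidative phosphorylation were higher in the alcohol-FMT group as a set, with 19 of 86 tested genes higher and 0 lower at an unadjusted p up to 0.05 in limma, a median log2 fold change of 0.16 and 79 of the 86 above 0. In limma's set test adjusted p was 1.25e-09 for this list, and 0.676 with an estimated correlation, and 67 of the 86 genes missed the unadjusted threshold. The 19 became 5 without mouse 19, 8 without mouse 21 or 31, 10 without mouse 24, 49 without mouse 18, 9 with library totals and 12 with the gene length trend removed. Leaving out a library left 2 in a group, which by itself can lower such counts. In the set test with the preset correlation the list kept its direction and call in every fit. Ndufb4, a subunit of complex I, was at 16.4 ± 1.03 FPKM (SD, n = 3) in the control-FMT group and 21.9 ± 1.78 FPKM (SD, n = 3) in the alcohol-FMT group, a log2 fold change of 0.39 (standard error 0.085, adjusted p = 0.549 from limma). Atp5g1, of the ATP synthase, Cox7a2, of cytochrome c oxidase, and Ndufs7, of complex I, had log2 fold changes of 0.28, 0.28 and 0.22. The respiratory chain genes encoded in the mitochondrial genome went the other way, with a median of −0.21, 10 of 12 tested genes below 0, 0 higher and 3 lower (mt-Nd1, mt-Nd3 and mt-Co2) at the same threshold. Near-identical nuclear transcripts exist for mt-Nd3 and mt-Co2, at 5.91 and 33.5 FPKM in the control-FMT group, but not for mt-Nd1, at 1213 FPKM. For these 2 genes, reads shared with the nuclear copies cannot be told apart from a change of the mitochondrial transcript. The 3 lower genes became 9 without mouse 18, 1 without mouse 21, 24 or 31, 4 with library totals and 5 with limma-voom. mt-Co1, the most abundant of them in the control-FMT group, was at 2984 ± 431 FPKM (SD, n = 3) and 2198 ± 594 FPKM (SD, n = 3), with a log2 fold change of −0.47 (standard error 0.208, adjusted p = 0.689 from limma). All genes of the mitochondrial genome took 0.774 to 1.05% of the fragments of the control-FMT libraries and 0.591 to 0.916% of those of the alcohol-FMT libraries. Relative to the mean of the 6 libraries, the median of the nuclear list was 0.16 in both alcohol-FMT mice 24 and 31 and −0.08 in alcohol-FMT mouse 18, against 0.00, −0.15 and −0.08 in control-FMT mice 16, 19 and 21. Markers of elongating spermatids had a median log2 fold change of 0.11 in the same comparison. A split across the groups, chosen after the results were seen, set mice 16, 24 and 31 against mice 18, 19 and 21. In absolute value it gave larger medians than the real split, 0.20 against 0.16 for the nuclear list and 0.44 against 0.21 for the mitochondrial list. No gene of either list passed an adjusted p of 0.05 over all genes, and adjusted over the list alone 0 nuclear genes and 1 mitochondrial gene (mt-Nd3) did, in lists that the study's pathway had named from these libraries. For the mitochondrial list limma's set test gave an adjusted p of 0.00134, and 0.676 with an estimated correlation. With both lists joined after the data were seen, as the pathway holds both, 19 genes were higher and 3 lower of 98 (one-sided Fisher's exact test, p = 1.57e-06), and Fisher's exact p was 0.137 without mouse 19, 0.164 without mouse 31 and 4.38e-20 without mouse 18. The nuclear list alone was over-represented at an adjusted p of 3.37e-04, which became 0.709 with library totals, 0.217 with the gene length trend removed, and 1.00, 0.415, 0.0522 and 0.819 without mice 19, 21, 24 and 31.

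**Figure D3:**
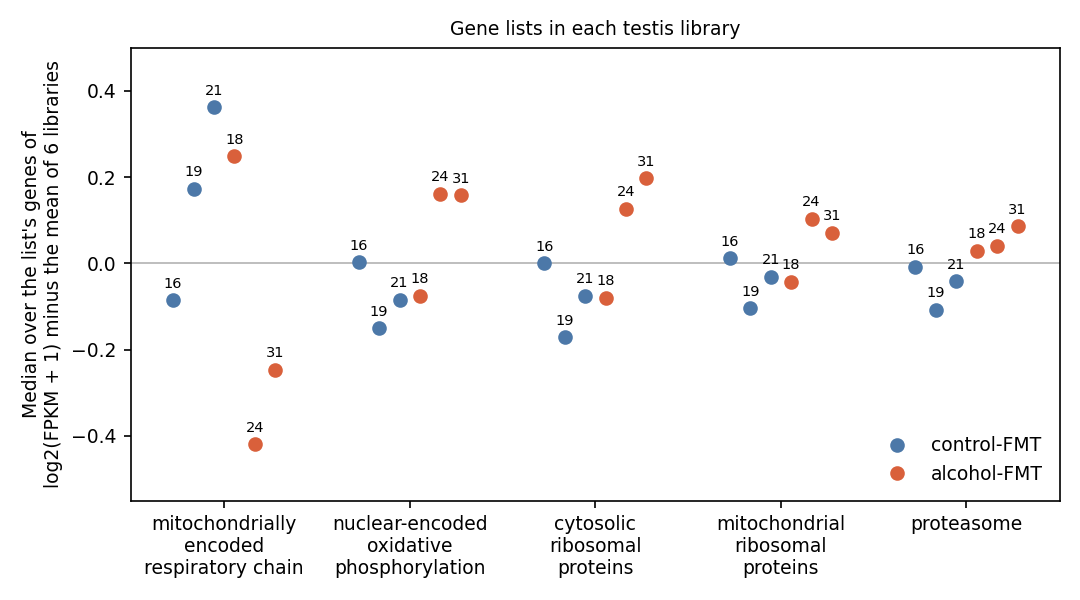
Each point is the median over the genes of a list (horizontal axis) in the library of 1 mouse, labelled with the mouse number, of log2(FPKM + 1) minus the gene's mean over the 6 libraries (vertical axis, log2 units). In the nuclear-encoded oxidative phosphorylation list, alcohol-FMT mice 24 and 31 lie at 0.16 and alcohol-FMT mouse 18 at −0.08, among the control-FMT mice.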

Oxidative phosphorylation, the key pathway required for spermatogenesis, was significantly enriched in both transcriptomics and metabolomics data (*p* = 1.16E-11) (Figure 6D). Oxidative phosphorylation was also a differentially enriched metabolic pathway in the KEGG pathway analysis of the gut microbiota data. Next, we calculated the correlation coefficient r^2^ and *p*-value to identify the correlations between the differentially expressed genes and the differentially altered metabolites with the R language mixOmics package and Pearson’s correlation analysis. The results indicated a significant correlation between 200 differentially expressed genes and 50 differentially altered metabolites (Figure 6E). 

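The genes entered here were the 200 with the smallest p in limma, which need not be the paper's 200. The caption of Figure 6E names the top 100 genes. Among the 200 were Cfd, Igha and Rpl39l, which were higher in the alcohol-FMT group, and Trank1, H2-Aa and mt-Nd3, which were lower. The metabolites entered were the 50 with the smallest of the paper's p-values (up to 0.02) among the 1601 metabolites of the intestinal contents in Supplementary Table 5, on a log10 scale. Both values exist for 6 mice, the 3 of each group with testis RNA. Of the 10000 pairs of a gene and a metabolite, 4047 (40.5%) had a two-sided p under 0.05 for Pearson's r in an exact permutation test over the 720 pairings of the 6 mice. With Spearman's rho 22.6% of the pairs did. Both sets had been picked for a difference between the same 2 groups, so a pair can correlate through the groups alone, and no r over the pooled mice is given. Pairings that keep or swap the groups can match such a pair, so its permutation p can stay above 0.05 however strong its r. The paper names Pearson's correlation analysis and no permutation, so the 40.5% is not a like measure of its result. When the metabolite values were reassigned among the mice within each group, which keeps the difference between the groups, the 36 reassignments gave 3794 to 4201 pairs, with a median of 4056. The real assignment was matched or passed in 19 of the 36, itself included (exact permutation test, one-sided p = 0.528, where 0.028 is the smallest possible).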

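Of 51 tested genes of meiotic recombination and synapsis, 0 were higher and 0 lower in the alcohol-FMT group at an unadjusted p up to 0.05 in limma (median log2 fold change −0.02, from 0.14 for Syce2 to −0.17 for Msh4 among the 4 with the smallest p). Among cohesin, condensin and SMC complexes, which hold and compact chromosomes, Nsmce2 (−0.25) and Smc1a (−0.27) were lower and 0 of 35 were higher, with a median of −0.05 (4 lower with limma-voom). Of 90 cell cycle regulators Mybl2 alone was lower and 0 were higher (5 lower with limma-voom), and of 30 genes of general transcription Taf3 (−0.26) alone was lower and 0 were higher. Among 58 genes of the sperm flagellum, Tekt5 and Rsph9, parts of the axoneme, were higher by 0.25 and 0.22 on the log2 scale and Fsip1 was lower (−0.18). Germ cell markers gave 0 of 5 genes of undifferentiated spermatogonia, 0 of 10 of differentiating spermatogonia and 0 of 20 of spermatocytes past the threshold, with medians of 0.04, 0.01 and 0.01, the latter both at −0.02 with library totals. In later stages, the kinase genes Tssk2 (0.22) and Tssk1 (0.15) were higher of 19 markers of round spermatids (median 0.02, and −0.01 with library totals), and Spem1 (0.24) and Hspa1l (0.25) of 18 markers of elongating spermatids (median 0.11). Sertoli cell markers had a median of −0.07 and Leydig cell markers one of −0.12, with 0 genes past the threshold in either list (3 Leydig and 1 Sertoli gene lower with limma-voom), and Insl3, the hormone of Leydig cells, was at 296 ± 38.3 FPKM (SD, n = 3) in the control-FMT group and 222 ± 65.9 FPKM (SD, n = 3) in the alcohol-FMT group. No gene of these lists passed an adjusted p of 0.05, over all genes or adjusted over the list alone. In limma's set test with a preset correlation, adjusted p was 0.364 for meiosis, 0.0466 for cohesin, condensin and SMC complexes (0.739 with an estimated correlation), 0.395 for the cell cycle, 0.859 for general transcription and 0.576 for the flagellum. It was 0.0727 for elongating spermatids, 0.576 for round spermatids, 0.859 for spermatocytes, 0.825 and 0.859 for differentiating and undifferentiated spermatogonia, 0.0572 for Sertoli cells and 0.0812 for Leydig cells. Several of these values hung on the libraries and the settings, and elongating spermatids passed with limma-voom (adjusted p = 0.0362), library totals (0.0489) and protein-coding genes alone (0.0415) and without mouse 19 (0.0152) or 24 (0.000666), where the value without mouse 31 was 0.812. With an estimated correlation and all 6 libraries, adjusted p in limma was 0.739 for elongating spermatids. Sertoli cells passed in limma with the gene length trend removed (adjusted p = 0.00710) and without mouse 19 (0.000390) or 24 (0.0369), and had an adjusted p of 0.739 with an estimated correlation and all 6 libraries. Leydig cells passed without mouse 19 (0.00449), 18 (adjusted p = 0.0184 in limma) or 24 (0.0113), and had an adjusted p of 0.739 with an estimated correlation and all 6 libraries. Without mouse 18 round spermatids (adjusted p = 0.0184 in limma) passed, as did the flagellum without mouse 24 (0.0420), and both had 0.849 with an estimated correlation and all 6 libraries. The call of limma for the SMC list ended without mouse 19 (adjusted p = 0.124), 21 (0.117), 24 (0.440) or 31 (0.516), with the gene length trend removed (0.270), with the filter on fragments (0.109) and with no filter (0.191). Without alcohol-FMT mouse 18 the meiosis list passed in limma, at a median of −0.05 (adjusted p = 0.00589, and 0.849 with an estimated correlation and all 6 libraries), where it lay at 0.03 without alcohol-FMT mouse 31. The paper presents the counts of differing genes, their enriched pathways, the lower transcripts of named meiosis, cell cycle and mitochondrial genes and the correlation with metabolites in Figure 6 and states its conclusion on the transplanted microbiota after them. Its other evidence from the FMT groups includes sperm measures, histology, serum endotoxin, gut microbiota, gut metabolites, macrophage staining and cytokine arrays.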

In summary, FMT from the alcohol group to normal mice affected sperm quality by inducing intestinal dysbiosis and abnormal expression of testis-related genes in otherwise normal mice.

## Discussion

As demonstrated in the present study, chronic drinking-induced intestinal dysbiosis may be one of the most important mechanisms by which chronic alcohol consumption affects male sperm quality. Specifically, intestinal dysbiosis reduces the amount of bacteria with anti-inflammatory activity; increases the amount of proinflammatory bacteria; increases bacterial endotoxin levels; causes intestinal inflammation, intestinal mucosal injury, intestinal hyperpermeability, and leaky gut; causes a large amount of bacterial metabolites to enter the blood circulation; alters serum cytokine levels; and ultimately results in testicular inflammation and abnormal expression of testis-related genes. To the best of our knowledge, this study is the first to investigate the functional connection between chronic drinking-induced intestinal dysbiosis and impaired male fertility. Further research is needed to investigate the role of the gut-testicular axis in the etiology of male infertility (Figure 7).

**Figure 7:**
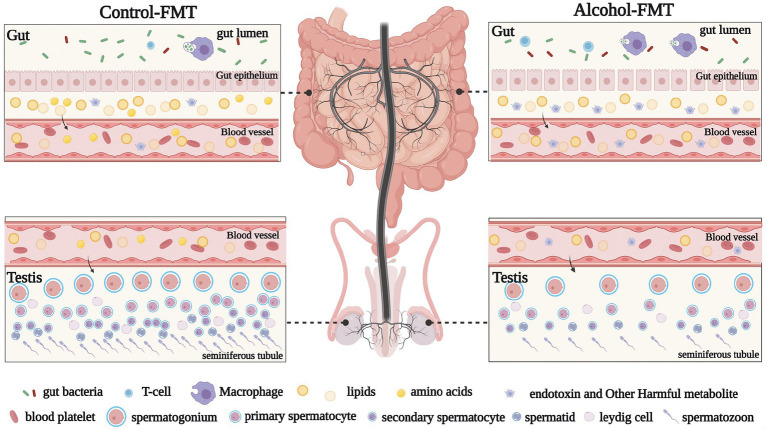
Graphical abstract. Diagram illustrating that alcohol affects sperm quality via the gut microbiota-gut-testis axis. Notably, the effect of chronic drinking on the sperm of male mice can be transferred to the testes of new male mice via gut microbiota exposed to chronic drinking, which leads to abnormal sperm quality in the alcohol-FMT model.

Chronic drinking disrupts the intestinal microecosystem (Engen et al., 2015; Capurso and Lahner, 2017; Wang et al., 2020; Calleja-Conde et al., 2021). We established a mouse model of chronic drinking, performed 16S sequencing of the gut microbiota from the alcohol group to investigate the effect of chronic drinking on the gut microbiota, and found significant intergroup differences in the gut microbiota at different taxonomic levels. At the genus level, the relative abundance of the dominant taxa (> 0.5%) *Allobaculum*, *Alloprevotella*, *Adlercreutzia*, *Gordonibacter*, and *Mycoplasma* decreased significantly, while that of *Alistipes*, *Eubacterium_nodatum*_group, *Lachnospiraceae*_NK4A136_group, Family_XIII_UCG_001, *Angelakisella*, *Ruminiclostridium*_5, *Ruminiclostridium*_6, UBA1819, *Moorella*, *Marvinbryantia*, *Ruminococcus__gnavus*_group, and *Ruminococcaceae*_UGG_014 increased significantly in the alcohol group. Further analysis revealed that *Lachnospiraceae*_NK4A136_group, a dominant genus of Firmicutes, and *Helicobacter*, a dominant genus of Bacteroides, may be the key intestinal bacterial species modulating sperm quality. Further studies are needed to confirm the specific mechanism of their effect on sperm quality. Sperm analysis indicated that the sperm count, sperm concentration, and sperm motility were significantly reduced in the alcohol group compared with the control group. Electron microscopy, H&E staining, and immunohistochemistry showed intestinal hyperpermeability and increased intestinal inflammation in the alcohol group. TUNEL staining revealed more apoptotic spermatocytes in the seminiferous tubules in the alcohol group than in the control group. Based on these findings, chronic drinking induces changes in the gut microbiota and affects sperm quality in mice.

We investigated whether the aforementioned findings were caused by chronic drinking-induced intestinal dysbiosis by collecting fresh feces from the alcohol group and the control group and then transplanting their gut microbiota into normal mice by gavage to establish a mouse model of alcohol-FMT and a mouse model of control-FMT. Analysis of the gut microbiota and sperm of these two groups reproduced the results from the alcohol group, such as changes in the gut microbiota and impaired sperm quality, suggesting that the gut microbiota probably mediates the effect of chronic drinking on sperm quality. Interestingly, *Lachnospiraceae*_NK4A136_group, a dominant genus of Firmicutes, and *Helicobacter*, a dominant genus of Bacteroides, exhibited similar trends in both the alcohol-FMT and alcohol groups. In addition, the correlation analysis of sperm quality with the relative abundance of *Lachnospiraceae*_NK4A136_group and *Helicobacter* demonstrated strong correlations between decreased sperm motility and these two genera. Even if the *Lachnospiraceae*_NK4A136_group exerts a direct effect on sperm quality, this result should be considered in the context of chronic drinking-induced alterations in the intestinal ecosystem. Other microbial species may also interact dynamically with these bacteria. Thus, chronic drinking-induced intestinal dysbiosis, particularly alterations in Firmicutes and Bacteroides (with *Lachnospiraceae*_NK4A136_group and *Helicobacter* representing some of the potential ‘culprits’) may result in impaired sperm quality. KEGG pathway analysis revealed a series of pathways with differential enrichment, such as steroid biosynthesis, Wnt signaling pathway, primary bile acid biosynthesis, secondary bile acid biosynthesis, folate biosynthesis, and oxidative phosphorylation, all of which are all related to sperm quality. We performed a nontargeted metabolomics analysis of intestinal contents to further investigate how intestinal dysbiosis may affect sperm quality.

Nontargeted metabolomics of intestinal contents identified significantly differentially altered metabolites between the alcohol-FMT group and the control-FMT group. In particular, the oxidative phosphorylation pathway, a pathway closely related to spermatogenesis and sperm quality, overlapped with the 16S sequencing KEGG pathway analysis. The correlation analysis of 16S rDNA sequencing data and nontargeted metabolomics data indicated that changes in the gut microbiota caused extensive changes in metabolites. Interestingly, most of the differentially altered metabolites were lipids and amino acids, and the bile acid metabolic pathway was significantly less enriched in the alcohol-FMT group. These differentially altered metabolites and metabolic pathways may be one cause of differences in sperm quality in mice, although further research is needed to verify the results.

Extensive studies conducted over the past few decades have demonstrated that the gut microbiota plays an important role in the metabolism and circulation of nitrogen-containing compounds (including amino acids). The microbiota actively metabolizes a large amount of dietary amino acids, which enter the portal vein for systemic use to improve or prevent metabolic syndrome and regulate various signaling molecules involved in sperm quality, oocyte fertilization, and embryo implantation (Bergen and Wu, 2009; Dai et al., 2015). A sufficient amount of circulating amino acids is essential for sperm production, differentiation, and maturation, all of which affect sperm count and sperm quality (Eskiocak et al., 2006; Wu, 2009). As shown in the present study, amino acid metabolites were present at significantly lower levels, and amino acid-related anabolic pathways were significantly less enriched in the alcohol-FMT group than in the control-FMT group, suggesting that chronic drinking affects the metabolites produced by the gut microbiota. In particular, reduced amino acid synthesis affects male reproduction. Moreover, the bile acid metabolic pathways were less enriched in the alcohol-FMT group. Studies have reported that low bile acid levels affect the intestinal absorption of vitamin A, while a disorder in vitamin A metabolism affects testicular cells through the blood circulation, resulting in sperm abnormalities (Zhang et al., 2021). In summary, chronic drinking-induced intestinal dysbiosis leads to changes in gut metabolites, especially reduced amino acid and bile acid synthesis, which may be an important cause of impaired sperm quality.

Chronic drinking-induced intestinal dysbiosis triggers host immune responses (Hedger, 2011a; Atarashi et al., 2015; Rizzetto et al., 2018; Tanoue et al., 2019), including chronic inflammation (Wang et al., 2015). A study revealed that dysbiosis of the gut microbiota induced by a high-fat diet was one of the primary causes of impaired sperm production and motility. This phenotype is likely mediated by elevated blood endotoxin levels, epididymal inflammation, and dysregulation of testicular gene expressions (Ding et al., 2020). In the present study, after FMT from the alcohol group to the control group, serum endotoxin and inflammatory cytokine levels were significantly higher in the alcohol-FMT group than in the control-FMT group. Chronic alcohol consumption may result in elevated serum endotoxin levels (Slevin et al., 2020), which may be mediated by the gut microbiota, as studies have documented a positive correlation between intestinal dysbiosis and elevated levels of circulating endotoxins (Ramezani and Raj, 2014). Endotoxin exerts its effects through Toll-like receptor 4 (TLR4) and myeloid differentiation factor 88 (MyD88)-dependent pathways (Płóciennikowska et al., 2015; Ding et al., 2020). Elevated endotoxin levels induce strong systemic inflammatory responses and reduce testicular and serum androgen (testosterone) levels, thereby causing serious damage to spermatocytes and male reproduction (Gerdprasert et al., 2002; Liew et al., 2007; Zhan et al., 2013). In this study, we observed apparent infiltration/aggregation of T cells and macrophages in the lamina propria of the small intestine in the alcohol-FMT group, indicating strong local inflammatory responses, although further research is needed to confirm the association between local intestinal inflammation and impaired sperm quality. Furthermore, immunohistochemistry of testicular cells showed significant macrophage infiltration and elevated IL-2 and IL-1b levels in the testes and elevated IL-12p70, IL-22, and IL-17 levels in the serum of the alcohol-FMT group, indicating that intestinal microbiota dysbiosis may drive an inflammatory storm in the body, which induces a testicular inflammatory response and oxidative stress (Liu J. B. et al., 2022). which may explain the low sperm count and motility in the alcohol-FMT group. Several studies have found that testicular inflammation exerts a negative effect on sperm quality (Abu et al., 2008; Cao et al., 2010; Hedger, 2011a,b; Azenabor et al., 2015; Wang et al., 2019; Liu J. B. et al., 2022; Liu R. et al., 2022). Dybiosis of the intestinal microbiota causes elevated lipopolysaccharide (LPS), which increases the permeability of the intestinal barrier, potentially allowing bacterial pathogens to enter the systemic circulation; simultaneously, LPS stimulation upregulates the expression of proinflammatory cytokines and chemokines, which recruit and activate white blood cells (such as macrophages and lymphocytes) and induce inflammation to prevent pathogen infection, which may affect the secretion of hormones in the body (Liu R. et al., 2022). These immune responses play a role in fighting a pathogen in the early stage. However, a sustained or prolonged response may affect the testes and the reproductive tract, resulting in orchitis and epididymitis (Rival et al., 2006), and may even induce apoptosis (Sundaresan et al., 2007, 2008). This study also revealed more severe testicular cell apoptosis and impaired sperm quality in the alcohol-FMT group than in the control-FMT group.

Previous animal and human studies have confirmed that elevated endotoxin levels cause orchitis and epididymitis, resulting in low sperm motility and spermatogenic dysfunction (Abu et al., 2008; Cao et al., 2010; Hedger, 2011a,b; Azenabor et al., 2015; Wang et al., 2019; Liu J. B. et al., 2022). An intraperitoneal injection of LPS increases the expression of proinflammatory cytokines such as IL-1β, IL-6, and chemotactic and angiogenic factor (CXCLi2) in chicken epididymis and testes (Liu R. et al., 2022), as well as IL-18 in mouse testes (Abu et al., 2008). In addition, incubating human sperm with LPS may cause low sperm motility (Sahnoun et al., 2017). Bacterial LPS exposure induces inflammatory responses, followed by testicular damage and male infertility in mice (Fijak et al., 2018). These data are consistent with our hypothesis that FMT from the alcohol group to the control group resulted in elevated serum endotoxin levels, followed by systemic chronic inflammation (especially testicular inflammation) and impaired sperm quality in otherwise normal mice.

Sperm quality in mammals is regulated by many factors, and the expression of spermatogenic cells in the testes plays a key role in sperm quality (Gunawan et al., 2011; Guo et al., 2021). Chronic drinking-induced intestinal dysbiosis affects sperm quality, which manifests as differential expression of testicular genes at the molecular level. Abnormal expression of testis-related genes may be an important cause of impaired sperm motility. RNA-seq revealed significantly decreased expression of the chromosomal structure maintenance protein gene Smc1a, which is involved in the regulation of meiosis; oncogenes Myb and Myb12, which regulate cell growth and differentiation; E2F7 and MMP14, which regulate cell cycle progression; and the spermatocyte-specific regulatory factor Tbp in the alcohol-FMT group. Similarly, decreased expression of some mitochondrial genes (such as MT-ND1, MT-ND2, MT-ND3, and MT-ND4), as evidenced by sequencing, may also lead to impaired sperm motility in the alcohol-FMT group. These genes encode NADH dehydrogenase, the core subunit of the mitochondrial membrane respiratory chain, which plays an important role in oxidative phosphorylation and sperm motility (DiMauro and Schon, 2003; Chai et al., 2017). In summary, the abnormal expression of testis-related genes caused by chronic drinking-induced intestinal dysbiosis may lead to spermatogenic dysfunction and impaired sperm quality.

In this study, we performed FMT directly without antibiotic pretreatment. Numerous studies have indicated that the use of antibiotics may cause intestinal dysbiosis in humans (Becattini et al., 2016; Hou et al., 2019; Mu and Zhu, 2019). Moreover, antibiotic pretreatment before FMT may lead to glucose intolerance (Lai et al., 2018) and induce steroidogenesis disturbances *via* mitochondrial dysfunction in Leydig cells, decreasing testosterone levels and ultimately affecting sperm quality (Hou et al., 2019). These metabolic side effects may contribute to spermatogenesis defects (Ding et al., 2020) and can complicate the interpretation of the effect of the gut microbiota on sperm (Lai et al., 2018; Ding et al., 2020). In the present study, the intestinal bacteria used for FMT were prepared from feces, not intestinal contents. Some differences in the transplantation process and colonization efficiency exist between these two approaches (Zmora et al., 2018). We increased the frequency of transplantation (Monday, Wednesday, and Friday of each week, for a total of 10 weeks) to improve intestinal colonization with donor intestinal bacteria. Despite the difference in colonization efficiency between the fecal microbiota and intestinal mucosal microbiota, the transplanted fecal microbiota still exerted a negative effect on spermatogenesis and sperm quality in recipient mice in the alcohol-FMT group. Further research is needed to investigate the effect of the intestinal mucosal microbiota on spermatogenesis and sperm quality.

For many years, alcohol has been considered an important factor contributing to low sperm counts and motility in males. Many researchers have been investigating and achieving considerable progress in determining the mechanism by which alcohol affects sperm quality; however, most studies focus on the direct effect of alcohol on sperm. We focused on a new perspective and confirmed the association between alcohol-induced intestinal dysbiosis and impaired sperm quality. As shown in the present study, chronic drinking causes intestinal dysbiosis that in turn alters gut metabolites, and the effect is transferred to the testes through the blood circulation, resulting in testicular inflammation, abnormal expression of testis-related genes, and ultimately impaired sperm quality in mice. Given the complex interaction between the gut microbiota and host, more research is needed to further investigate how the gut microbiota affects sperm quality. Based on the current data, a potentially useful approach may be to investigate how to treat male infertility by improving the gut microbiota and correcting alcohol-induced impairments in sperm quality.

## Data availability statement

The 16S rRNA raw sequence data reported in this paper have been deposited in the Genome Sequence Archive (Genomics, Proteomics & Bioinformatics 2021) in National Genomics Data Center (Nucleic Acids Res 2022), China National Center for Bioinformation / Beijing Institute of Genomics, Chinese Academy of Sciences (GSA: CRA009014 and CRA009015) that are publicly accessible at https://ngdc.cncb.ac.cn/gsa.

## Ethics statement

The animal study was reviewed and approved by the Laboratory Animal Welfare and Ethics Committee of the Third Military Medical University.

## Author contributions

HL, JZZ, NL, and JZ conceived, designed, and directed the study. HL, QL, JZZ, and QZ collected the mouse samples and sperm measurement data. HL and TL performed the FMT experiments. HL and JZZ obtained and analyzed the microbiota data. HL, JZZ, and NL interpreted the results and drafted the manuscript. HL, WC, JY, SY, WF, YZ, GY, JT, JX, and ZL reviewed and edited the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This study was supported by grants from the National Natural Science Foundation of China (nos. 81900690 and 82102077) and the Natural Science Foundation of Chongqing (nos. cstc2020jcyj-msxmX0065 and cstc2021jcyj-msxmX0056).

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Footnotes

^1^ http://www.R-project.org/

^2^ http://huttenhower.sph.harvard.edu/lefse/

^3^ https://www.mzcloud.org/

^4^ https://www.genome.jp/kegg/pathway.html

^5^ https://hmdb.ca/metabolites

^6^ http://www.lipidmaps.org/

# Supplementary material for: Chronic alcohol-induced dysbiosis of the gut microbiota and gut metabolites impairs sperm quality in mice
**Source:** Front Microbiol. 2022 Dec 1;13:1042923. doi: 10.3389/fmicb.2022.1042923
**Supplement:** Supplementary file 1

**Supplemental Table 1 Comparison of body weight between Alcohol and Control Groups**

| Group | Sample  ID | Weight of before and after alcohol treatment(g) | | | P-value |
| --- | --- | --- | --- | --- | --- |
|  |  | Pre-Alcohol | Post-Alcohol | Difference |  |
| Alcohol | A1-01 | 15.1 | 26.5 | 11.4 | 0.419 |
|  | A1-02 | 17.7 | 23.7 | 6 |  |
|  | A1-03 | 16.4 | 22 | 5.6 |  |
|  | A1-04 | 15 | 22.5 | 7.5 |  |
|  | A1-05 | 13.4 | 18.6 | 5.2 |  |
|  | A1-06 | 11.9 | 21.6 | 9.7 |  |
|  | A2-01 | 14.4 | 23.6 | 9.2 |  |
|  | A2-02 | 14 | 21.4 | 7.4 |  |
|  | A2-03 | 12.8 | 23.4 | 10.6 |  |
|  | A2-04 | 16.6 | 23.5 | 6.9 |  |
|  | A2-05 | 14.6 | 22.2 | 7.6 |  |
|  | A2-06 | 11.5 | 18.8 | 7.3 |  |
| Control | C1-01 | 17.3 | 27.2 | 9.9 |  |
|  | C1-02 | 14.9 | 24 | 9.1 |  |
|  | C1-03 | 16.7 | 25.2 | 8.5 |  |
|  | C1-05 | 16.5 | 22.5 | 6 |  |
|  | C1-06 | 16.4 | 23.6 | 7.2 |  |
|  | C1-07 | 16.6 | 27.7 | 11.1 |  |
|  | C2-01 | 14.9 | 22.8 | 7.9 |  |
|  | C2-02 | 14.7 | 20.8 | 6.1 |  |
|  | C2-03 | 16.6 | 23.3 | 6.7 |  |
|  | C2-04 | 13.3 | 22.1 | 8.8 |  |
|  | C2-06 | 14 | 23.8 | 9.8 |  |
|  | C2-07 | 13.4 | 24.2 | 10.8 |  |

# Supplementary material for: Chronic alcohol-induced dysbiosis of the gut microbiota and gut metabolites impairs sperm quality in mice
**Source:** Front Microbiol. 2022 Dec 1;13:1042923. doi: 10.3389/fmicb.2022.1042923
**Supplement:** Supplementary file 1

**Supplemental Table 2 Effect of Alcohol on intestinal mucosa**

| Group | Sample ID | Intercellular distance of intestinal mucosa（nm）  Mean±SD | | | P-value |
| --- | --- | --- | --- | --- | --- |
| Control | C1-01 | 29.70297±8.04 | 18.66949±12.36 | 23.10231±9.16 | ˂0.001 |
|  | C1-02 | 19.32978±13.45 | 17.234426±9.14 | 12.862596±4.68 |  |
|  | C1-07 | 15.999976±7.82 | 16.901354±3.99 | 18.77248±12.26 |  |
| Alcohol | A2-04 | 39.370484±20.24 | 32.87218±14.85 | 32.597468±16.27 | ˂0.001 |
|  | A2-05 | 65.527514±37.77 | 65.527514±15.45 | 77.975698±36.67 |  |
|  | A2-06 | 48.494536±40.90 | 50.367224±52.99 | 105.274756±112.18 |  |

Difference between Control and Alcohol group.

# Supplementary material for: Chronic alcohol-induced dysbiosis of the gut microbiota and gut metabolites impairs sperm quality in mice
**Source:** Front Microbiol. 2022 Dec 1;13:1042923. doi: 10.3389/fmicb.2022.1042923
**Supplement:** Supplementary file 1

**Supplemental Table 3 Comparison of body weight between Alcohol-FMT and Control-FMT Groups**

| Group | Sample  ID | Weight of before and after FMT(g) | | | P-value |
| --- | --- | --- | --- | --- | --- |
|  |  | Pre-FMT | Post-FMT | Difference |  |
| Alcohol-FMT | A18 | 22.2 | 27.7 | 5.5 | 0.479 |
|  | A24 | 18.8 | 22.2 | 3.4 |  |
|  | A27 | 18.4 | 21.4 | 3 |  |
|  | A28 | 16.7 | 18.9 | 2.2 |  |
|  | A31 | 15.3 | 17.7 | 2.4 |  |
| Control-FMT | C16 | 19.4 | 21.6 | 2.2 |  |
|  | C17 | 18.4 | 21.6 | 3.2 |  |
|  | C19 | 24.1 | 27.9 | 3.8 |  |
|  | C20 | 17.6 | 19.7 | 2.1 |  |
|  | C21 | 22.9 | 26.3 | 3.4 |  |

# Supplementary material for: Chronic alcohol-induced dysbiosis of the gut microbiota and gut metabolites impairs sperm quality in mice
**Source:** Front Microbiol. 2022 Dec 1;13:1042923. doi: 10.3389/fmicb.2022.1042923
**Supplement:** Supplementary file 1

**Supplemental Table 4. Differential enrichment of metabolites between Alcohol-FMT and Control-FMT groups**

| MapID | MapTitle | MetaIDs | P-value |
| --- | --- | --- | --- |
| map00040 | Pentose and glucuronate interconversions | Ribitol; alpha-Ketoglutaric acid | 0.0150 |
| map00020 | Citrate cycle (TCA cycle) | Oxaloacetic acid; alpha-Ketoglutaric acid | 0.0287 |
| map00740 | Riboflavin metabolism | Ribitol; Riboflavin-5-phosphate | 0.0287 |
| map00232 | Caffeine metabolism | 1-Methylxanthine; 1-Methyluric acid | 0.0457 |
| map00630 | Glyoxylate and dicarboxylate metabolism | Oxaloacetic acid; alpha-Ketoglutaric acid | 0.0457 |
| map05032 | Morphine addiction | Adenosine | 0.0740 |
| map04927 | Cortisol synthesis and secretion | Cortisol; Cortodoxone | 0.1116 |
| map04934 | Cushing's syndrome | Cortisol; Cortodoxone | 0.1116 |
| map00250 | Alanine, aspartate and glutamate metabolism | Oxaloacetic acid; alpha-Ketoglutaric acid | 0.1371 |
| map00010 | Glycolysis / Gluconeogenesis | Oxaloacetic acid | 0.1427 |
| map00471 | D-Glutamine and D-glutamate metabolism | alpha-Ketoglutaric acid | 0.1427 |
| map04022 | cGMP-PKG signaling pathway | Adenosine | 0.1427 |
| map00310 | Lysine degradation | N6,N6,N6-Trimethyl-L-lysine; L-Saccharopine | 0.1638 |
| map00760 | Nicotinate and nicotinamide metabolism | Trigonelline; Nicotinamide | 0.1638 |
| map00053 | Ascorbate and aldarate metabolism | alpha-Ketoglutaric acid | 0.2065 |
| map00190 | Oxidative phosphorylation | Riboflavin-5-phosphate | 0.2065 |
| map00620 | Pyruvate metabolism | Oxaloacetic acid | 0.2065 |
| map04071 | Sphingolipid signaling pathway | Adenosine | 0.2065 |
| map04270 | Vascular smooth muscle contraction | Adenosine | 0.2065 |
| map05034 | Alcoholism | Adenosine | 0.2065 |
| map00340 | Histidine metabolism | Carnosine; alpha-Ketoglutaric acid | 0.2483 |
| map00650 | Butanoate metabolism | alpha-Ketoglutaric acid | 0.2657 |
| map04960 | Aldosterone-regulated sodium reabsorption | Cortisol | 0.2657 |
| map05012 | Parkinson's disease | Adenosine | 0.2657 |
| map04750 | Inflammatory mediator regulation of TRP channels | Resiniferatoxin | 0.3207 |
| map04924 | Renin secretion | Adenosine | 0.3207 |
| map00360 | Phenylalanine metabolism | Phenylglyoxylic acid; Benzoic acid | 0.3348 |
| map04977 | Vitamin digestion and absorption | Riboflavin-5-phosphate; Nicotinamide | 0.3348 |
| map04024 | cAMP signaling pathway | Adenosine | 0.3718 |
| map04923 | Regulation of lipolysis in adipocytes | Adenosine | 0.3718 |
| map00130 | Ubiquinone and other terpenoid-quinone biosynthesis | Homogentisic Acid | 0.4192 |
| map00430 | Taurine and hypotaurine metabolism | alpha-Ketoglutaric acid | 0.4192 |
| map00220 | Arginine biosynthesis | alpha-Ketoglutaric acid | 0.4631 |
| map04742 | Taste transduction | Saccharin | 0.4631 |
| map05215 | Prostate cancer | Cortisol | 0.4631 |
| map05200 | Pathways in cancer | Cortisol | 0.5039 |
| map00410 | beta-Alanine metabolism | Carnosine | 0.5417 |
| map00240 | Pyrimidine metabolism | Deoxycytidine; 2'-Deoxycytidine | 0.6322 |
| map04080 | Neuroactive ligand-receptor interaction | Cortisol; Adenosine | 0.6322 |
| map00140 | Steroid hormone biosynthesis | Cortisol; Cortodoxone | 1 |

# Supplementary material for: Chronic alcohol-induced dysbiosis of the gut microbiota and gut metabolites impairs sperm quality in mice
**Source:** Front Microbiol. 2022 Dec 1;13:1042923. doi: 10.3389/fmicb.2022.1042923
**Supplement:** Supplementary file 2

**Supplemental Table 1 Data on** **Average weekly 10% alcohol intake of Alcohol Group**

| **Group** | **Sample**  **ID** | **weekly 10% alcohol intake** (ml/week) | | | | | | | | | | **Total 10% alcohol intake** (ml) | **Average** **weekly 10% alcohol intake** (ml) | **Average weekly 10% alcohol intake / per mice** (ml) |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | 1w | 2w | 3w | 4w | 5w | 6w | 7w | 8w | 9w | 10w |  |  |  |
| **Alcohol** | A1-01 | 245.15 | 177.43 | 327.58 | 324.41 | 261.90 | 429.87 | 344.12 | 265.42 | 296.83 | 232.18 | 2904.89 | 290.49 | 24.21 |
|  | A1-02 |  |  |  |  |  |  |  |  |  |  |  |  |  |
|  | A1-03 |  |  |  |  |  |  |  |  |  |  |  |  |  |
|  | A1-04 |  |  |  |  |  |  |  |  |  |  |  |  |  |
|  | A1-05 |  |  |  |  |  |  |  |  |  |  |  |  |  |
|  | A1-06 |  |  |  |  |  |  |  |  |  |  |  |  |  |
|  | A2-01 |  |  |  |  |  |  |  |  |  |  |  |  |  |
|  | A2-02 |  |  |  |  |  |  |  |  |  |  |  |  |  |
|  | A2-03 |  |  |  |  |  |  |  |  |  |  |  |  |  |
|  | A2-04 |  |  |  |  |  |  |  |  |  |  |  |  |  |
|  | A2-05 |  |  |  |  |  |  |  |  |  |  |  |  |  |
|  | A2-06 |  |  |  |  |  |  |  |  |  |  |  |  |  |

# Supplementary material for: Chronic alcohol-induced dysbiosis of the gut microbiota and gut metabolites impairs sperm quality in mice
**Source:** Front Microbiol. 2022 Dec 1;13:1042923. doi: 10.3389/fmicb.2022.1042923
**Supplement:** Supplementary file 2

**Supplemental Table 2 Comparison of body weight between Alcohol and Control Groups**

| Group | Sample  ID | Weight of before and after alcohol treatment(g) | | | P-value |
| --- | --- | --- | --- | --- | --- |
|  |  | Pre-Alcohol | Post-Alcohol | Difference |  |
| Alcohol | A1-01 | 15.1 | 26.5 | 11.4 | 0.419 |
|  | A1-02 | 17.7 | 23.7 | 6 |  |
|  | A1-03 | 16.4 | 22 | 5.6 |  |
|  | A1-04 | 15 | 22.5 | 7.5 |  |
|  | A1-05 | 13.4 | 18.6 | 5.2 |  |
|  | A1-06 | 11.9 | 21.6 | 9.7 |  |
|  | A2-01 | 14.4 | 23.6 | 9.2 |  |
|  | A2-02 | 14 | 21.4 | 7.4 |  |
|  | A2-03 | 12.8 | 23.4 | 10.6 |  |
|  | A2-04 | 16.6 | 23.5 | 6.9 |  |
|  | A2-05 | 14.6 | 22.2 | 7.6 |  |
|  | A2-06 | 11.5 | 18.8 | 7.3 |  |
| Control | C1-01 | 17.3 | 27.2 | 9.9 |  |
|  | C1-02 | 14.9 | 24 | 9.1 |  |
|  | C1-03 | 16.7 | 25.2 | 8.5 |  |
|  | C1-05 | 16.5 | 22.5 | 6 |  |
|  | C1-06 | 16.4 | 23.6 | 7.2 |  |
|  | C1-07 | 16.6 | 27.7 | 11.1 |  |
|  | C2-01 | 14.9 | 22.8 | 7.9 |  |
|  | C2-02 | 14.7 | 20.8 | 6.1 |  |
|  | C2-03 | 16.6 | 23.3 | 6.7 |  |
|  | C2-04 | 13.3 | 22.1 | 8.8 |  |
|  | C2-06 | 14 | 23.8 | 9.8 |  |
|  | C2-07 | 13.4 | 24.2 | 10.8 |  |

# Supplementary material for: Chronic alcohol-induced dysbiosis of the gut microbiota and gut metabolites impairs sperm quality in mice
**Source:** Front Microbiol. 2022 Dec 1;13:1042923. doi: 10.3389/fmicb.2022.1042923
**Supplement:** Supplementary file 2

**Supplemental Table 3 Effect of Alcohol on intestinal mucosa**

| Group | Sample ID | Intercellular distance of intestinal mucosa（nm）  Mean±SD | | | P-value |
| --- | --- | --- | --- | --- | --- |
| Control | C1-01 | 29.70297±8.04 | 18.66949±12.36 | 23.10231±9.16 | ˂0.001 |
|  | C1-02 | 19.32978±13.45 | 17.234426±9.14 | 12.862596±4.68 |  |
|  | C1-07 | 15.999976±7.82 | 16.901354±3.99 | 18.77248±12.26 |  |
| Alcohol | A2-04 | 39.370484±20.24 | 32.87218±14.85 | 32.597468±16.27 | ˂0.001 |
|  | A2-05 | 65.527514±37.77 | 65.527514±15.45 | 77.975698±36.67 |  |
|  | A2-06 | 48.494536±40.90 | 50.367224±52.99 | 105.274756±112.18 |  |

Difference between Control and Alcohol group.

# Supplementary material for: Chronic alcohol-induced dysbiosis of the gut microbiota and gut metabolites impairs sperm quality in mice
**Source:** Front Microbiol. 2022 Dec 1;13:1042923. doi: 10.3389/fmicb.2022.1042923
**Supplement:** Supplementary file 2

**Supplemental Table 4 Comparison of body weight between Alcohol-FMT and Control-FMT Groups**

| Group | Sample  ID | Weight of before and after FMT(g) | | | P-value |
| --- | --- | --- | --- | --- | --- |
|  |  | Pre-FMT | Post-FMT | Difference |  |
| Alcohol-FMT | A18 | 22.2 | 27.7 | 5.5 | 0.479 |
|  | A24 | 18.8 | 22.2 | 3.4 |  |
|  | A27 | 18.4 | 21.4 | 3 |  |
|  | A28 | 16.7 | 18.9 | 2.2 |  |
|  | A31 | 15.3 | 17.7 | 2.4 |  |
| Control-FMT | C16 | 19.4 | 21.6 | 2.2 |  |
|  | C17 | 18.4 | 21.6 | 3.2 |  |
|  | C19 | 24.1 | 27.9 | 3.8 |  |
|  | C20 | 17.6 | 19.7 | 2.1 |  |
|  | C21 | 22.9 | 26.3 | 3.4 |  |

# Supplementary material for: Chronic alcohol-induced dysbiosis of the gut microbiota and gut metabolites impairs sperm quality in mice
**Source:** Front Microbiol. 2022 Dec 1;13:1042923. doi: 10.3389/fmicb.2022.1042923
**Supplement:** Supplementary file 2

**Supplemental Table 5** **Data on metabolites relative Quant of Alcohol-FMT and Control-FMT Group**

# Supplementary material for: Chronic alcohol-induced dysbiosis of the gut microbiota and gut metabolites impairs sperm quality in mice
**Source:** Front Microbiol. 2022 Dec 1;13:1042923. doi: 10.3389/fmicb.2022.1042923
**Supplement:** Supplementary file 2

**Supplemental Table 6. Differential enrichment of metabolites between Alcohol-FMT and Control-FMT groups**

| **MapID** | **MapTitle** | **MetaIDs** | **P-value** | |
| --- | --- | --- | --- | --- |
| map00040 | Pentose and glucuronate interconversions | Ribitol; alpha-Ketoglutaric acid | 0.0150 |  |
| map00020 | Citrate cycle (TCA cycle) | Oxaloacetic acid; alpha-Ketoglutaric acid | 0.0287 |  |
| map00740 | Riboflavin metabolism | Ribitol; Riboflavin-5-phosphate | 0.0287 |  |
| map00232 | Caffeine metabolism | 1-Methylxanthine; 1-Methyluric acid | 0.0457 |  |
| map00630 | Glyoxylate and dicarboxylate metabolism | Oxaloacetic acid; alpha-Ketoglutaric acid | 0.0457 |  |
| map05032 | Morphine addiction | Adenosine | 0.0740 |  |
| map04927 | Cortisol synthesis and secretion | Cortisol; Cortodoxone | 0.1116 |  |
| map04934 | Cushing's syndrome | Cortisol; Cortodoxone | 0.1116 |  |
| map00250 | Alanine, aspartate and glutamate metabolism | Oxaloacetic acid; alpha-Ketoglutaric acid | 0.1371 |  |
| map00010 | Glycolysis / Gluconeogenesis | Oxaloacetic acid | 0.1427 |  |
| map00471 | D-Glutamine and D-glutamate metabolism | alpha-Ketoglutaric acid | 0.1427 |  |
| map04022 | cGMP-PKG signaling pathway | Adenosine | 0.1427 |  |
| map00310 | Lysine degradation | N6,N6,N6-Trimethyl-L-lysine; L-Saccharopine | 0.1638 |  |
| map00760 | Nicotinate and nicotinamide metabolism | Trigonelline; Nicotinamide | 0.1638 |  |
| map00053 | Ascorbate and aldarate metabolism | alpha-Ketoglutaric acid | 0.2065 |  |
| map00190 | Oxidative phosphorylation | Riboflavin-5-phosphate | 0.2065 |  |
| map00620 | Pyruvate metabolism | Oxaloacetic acid | 0.2065 |  |
| map04071 | Sphingolipid signaling pathway | Adenosine | 0.2065 |  |
| map04270 | Vascular smooth muscle contraction | Adenosine | 0.2065 |  |
| map05034 | Alcoholism | Adenosine | 0.2065 |  |
| map00340 | Histidine metabolism | Carnosine; alpha-Ketoglutaric acid | 0.2483 |  |
| map00650 | Butanoate metabolism | alpha-Ketoglutaric acid | 0.2657 |  |
| map04960 | Aldosterone-regulated sodium reabsorption | Cortisol | 0.2657 |  |
| map05012 | Parkinson's disease | Adenosine | 0.2657 |  |
| map04750 | Inflammatory mediator regulation of TRP channels | Resiniferatoxin | 0.3207 |  |
| map04924 | Renin secretion | Adenosine | 0.3207 |  |
| map00360 | Phenylalanine metabolism | Phenylglyoxylic acid; Benzoic acid | 0.3348 |  |
| map04977 | Vitamin digestion and absorption | Riboflavin-5-phosphate; Nicotinamide | 0.3348 |  |
| map04024 | cAMP signaling pathway | Adenosine | 0.3718 |  |
| map04923 | Regulation of lipolysis in adipocytes | Adenosine | 0.3718 |  |
| map00130 | Ubiquinone and other terpenoid-quinone biosynthesis | Homogentisic Acid | 0.4192 |  |
| map00430 | Taurine and hypotaurine metabolism | alpha-Ketoglutaric acid | 0.4192 |  |
| map00220 | Arginine biosynthesis | alpha-Ketoglutaric acid | 0.4631 |  |
| map04742 | Taste transduction | Saccharin | 0.4631 |  |
| map05215 | Prostate cancer | Cortisol | 0.4631 |  |
| map05200 | Pathways in cancer | Cortisol | 0.5039 |  |
| map00410 | beta-Alanine metabolism | Carnosine | 0.5417 |  |
| map00240 | Pyrimidine metabolism | Deoxycytidine; 2'-Deoxycytidine | 0.6322 |  |
| map04080 | Neuroactive ligand-receptor interaction | Cortisol; Adenosine | 0.6322 |  |
| map00140 | Steroid hormone biosynthesis | Cortisol; Cortodoxone | 1 |  |

How the deposited data were processed for this re-analysis (not part of the article)

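Total RNA from the testes of male C57 mice that had received fecal microbiota was sequenced by the authors, with 3 mice of the control-FMT group (replicates 16, 19 and 21) and 3 mice of the alcohol-FMT group (replicates 18, 24 and 31), 1 library for each mouse and none pooled. The authors prepared libraries with an Illumina TruSeq RNA kit. According to the paper's methods the authors mapped clean reads to the mouse genome with TopHat2, also name Trinity, Corset and BUSCO for an assembly, and tested genes with DESeq2 at an adjusted p under 0.05. The submitters' processing notes name HISAT2 2.0.5 and the builds mm10 and mm8, and which of these made the table is not settled by the sources. Gene identifiers, positions and biotypes in the table are those of Ensembl on GRCm38 (mm10).

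The FPKM values were made by the authors before deposition, per kilobase of the gene length given beside them and per total of fragments scaled by the median ratio of genes, as read from the deposited values. The table holds 54532 genes and 6 columns of values, all used, and gives the length of each gene. Each value times the gene length is a whole multiple of 1 step per library, for 100% of the values within 0.01, and the fragments read back in this way were used for limma-voom, for the library totals and for the filter on fragments. The scaling of the deposited values equals that of median-of-ratios factors recomputed from these fragments. The libraries held 16504096 to 18633124 fragments in genes. Genes of the mitochondrial genome took 0.591 to 1.05% of the fragments, and the 20 genes with most fragments took 4.90 to 5.66%. The number of genes with a fragment was 28444 to 29480 in each library, and Pearson's r between libraries was at least 0.979, with no library a duplicate of another.

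The 15206 genes with a mean FPKM of at least 1 were tested in R 4.3.3 with limma 3.58.1 on log2(FPKM + 1), with a mean-variance trend, for 3 alcohol-FMT against 3 control-FMT libraries and no covariate, with Benjamini-Hochberg adjustment over the genes tested. The pseudocount was 1 and the threshold 0.05. A test of counts had been planned for a table of counts, with this test for a table of FPKM. Genes were matched by symbol, of which 100 are carried by more than 1 gene and 2 of the lists are not in the table. On simulated libraries, with 50 genes changed at each size, the adjusted test found 30% of genes changed 1.5-fold and 72% of those changed 2-fold and called 7 of 15006 unchanged genes, and limma-voom found 62% and 76%. Each simulated gene took the mean spread of genes of its level, so these shares can be too high where real genes differ in spread. In simulated sets the set test called 0 unchanged lists. The simulated genes were drawn independently of each other, so this cannot show the false calls that correlation between genes of a list would make.

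Before the data were examined, the 33 gene lists, the tests, the alternatives and the rule for naming genes were fixed, apart from what the closing section names as chosen later. The rule names every gene that the paper names for the testis transcriptome, the 10 higher and the 10 lower genes with the smallest p, apart from predicted genes, clones and pseudogenes, up to 4 genes of each list with the smallest p, every cytokine gene of the array, and the genes of stains in the paper. Gm28438, Igkc, Ighg2c, Adam7, Cuzd1, Gpx5, Lcn5, Lcn8, Lcn9 and Rnase9 are named outside this rule and were chosen after their values were seen. The lists were tested with camera in limma at a preset correlation of 0.01 on log2(FPKM + 1), with an estimated correlation and with fry, and with a one-sided Fisher's exact test among the genes at an unadjusted p up to 0.05 against all genes tested, and adjusted over the 33 lists. The respiratory chain was listed in its mitochondrial and nuclear part, since the study's pathway holds both.

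Libraries were compared with average-linkage clustering on 1 minus Pearson's r, with principal components, and with an exact permutation test over the 10 splits (NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, Python 3.11.15). For the correlation with metabolites, the 50 metabolites with the smallest p-values in Supplementary Table 5 were taken from 1601, with ties broken by the size of the group difference on a log10 scale, for the 6 of its 10 mice that have testis RNA. The alternatives were limma-voom on the recovered fragments, recomputed median-of-ratios factors, library totals, a filter of 10 fragments in 3 libraries and 15 in total, no filter (35799 genes), the fit without mitochondrially encoded genes, protein-coding genes alone, removal of each library's trend against gene length, a pseudocount of 0.1, leaving out each library, the 200 genes with the smallest p, and Spearman's rho, 100 genes in place of 200 and the raw scale for the correlation. Added later were a robust variance prior, removal of the trend against GC content (known for 99.95% of the genes tested), joined pathway lists and limma-voom without a filter. Leaving out a library left 2 libraries in a group. Nuclear copies of mitochondrial genes were searched with BLAST 2.17.0 among the transcripts of the reference, at 98% identity over 90% of the length. Figures were drawn with matplotlib 3.10.9. The microbiota, the cytokine array and the histology were not analysed here.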

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

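The tests on elongating spermatids, on nuclear copies of mitochondrial genes, on the mitochondrial transcripts across the groups, on blood and on leukocytes, the other splits of the libraries, the rule for immunoglobulin genes and the look at Crisp1 were chosen after the results were seen.

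Genes of the epididymal epithelium are a signal in transcripts that the paper does not discuss. Of 21 listed genes 5 were tested, and all 5 had a positive log2 fold change in the alcohol-FMT group. Crisp1 reached the minimum FPKM only through alcohol-FMT replicate 31, so the filter fixed its sign. Cuzd1 was positive only through the same library, with 1.05 and 0.738 FPKM in alcohol-FMT replicates 18 and 24 against 1.16 to 1.91 in the control-FMT libraries. Of the 5 genes, Cst8 alone passed an unadjusted p up to 0.05. The list had a median log2 fold change of 0.183 and an adjusted p of 0.0475 in limma's set test (0.676 with an estimated correlation). Cst8 was at 167 ± 4.65 FPKM in the control-FMT group and 190.0 ± 3.61 FPKM in the alcohol-FMT group (SD, n = 3), and Defb21 was at 2.01 ± 0.687 FPKM and 3.50 ± 1.48 FPKM, so that the control testes hold the transcripts of both. Over all alternatives the adjusted p ran from 0.00541, without alcohol-FMT replicate 24, to 0.754, without alcohol-FMT replicate 31. The call also ended with limma-voom (0.0633), without mitochondrially encoded genes (0.0502), with a pseudocount of 0.1 (0.0587), with the gene length trend removed (0.115), and without control-FMT replicate 16 (0.185) or 19 (0.0709) or alcohol-FMT replicate 18 (0.152).

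Crisp1, a secreted protein of the epididymis, was at 9.03 FPKM in alcohol-FMT replicate 31, from 235 fragments, and at most at 0.078 FPKM, from 0 to 2 fragments, in the other 5 libraries. Adam7 (35 fragments, 0.44 FPKM) and Cuzd1 (184 fragments, 4.44 FPKM) were also higher in alcohol-FMT replicate 31 than in the other libraries, where they reached 0.012 and 1.91 FPKM. Lcn9 and Rnase9, with 7 fragments each, were highest in the same library as well, at 0.454 and 0.32 FPKM against at most 0.141 and 0.1 in the others. The epididymal genes Gpx5, Lcn5 and Lcn8 had 0 fragments in alcohol-FMT replicate 31. Where these transcripts came from was not tested.

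Immunoglobulin constant region genes, which the paper does not discuss, were grouped after Igha was seen among the genes with the smallest p, and no set test was made of them. The median log2 fold change was 0.564 over 3 genes, Igha, Igkc and Ighg2c, of which Igha and Igkc passed an unadjusted p up to 0.05 in limma and Ighg2c did not. Igkc was at 8.27 ± 1.50 FPKM in the control-FMT group and 12.7 ± 1.59 FPKM in the alcohol-FMT group (SD, n = 3), with an adjusted p of 0.569 from limma, and Ighg2c was at 1.08 ± 0.136 FPKM and 1.40 ± 0.186 FPKM, with an adjusted p of 0.719. In each of the 3 genes every alcohol-FMT library lay above every control-FMT library, which is no test, as the group was formed after Igha was seen. More blood in the alcohol-FMT testes is argued against by the erythroid and blood list, whose 4 tested genes had a median of −0.284 (quartiles −0.37 to −0.23). More leukocytes of every kind are argued against by the macrophage list, whose 16 tested genes had a median of −0.074 (quartiles −0.25 to 0.02). Markers of plasma cells were not listed, so a change in these cells alone stays open, as does an effect of the transplanted microbiota.

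The nuclear genes of oxidative phosphorylation and the cytosolic ribosomal protein genes were higher in the alcohol-FMT group, with a median log2 fold change of 0.17 (quartiles 0.08 to 0.23) over the 170 tested genes of both lists. In limma's set test adjusted p was 1.25e-09 and 1.72e-10, and 0.676 for both with an estimated correlation. A trend against gene length as the whole cause is argued against by the median of 0.131 (quartiles 0.04 to 0.20) with each library's trend removed. The set test at a preset correlation still called both lists then, with an adjusted p of 1.90e-07 and 2.57e-08 from limma, but their over-representation among the genes at an unadjusted p up to 0.05 ended (adjusted p = 0.217 and 0.139, Fisher's exact test), with folds smaller by less than their spread. A trend against GC content as the whole cause is argued against by the median of 0.155 (quartiles 0.06 to 0.22) with that trend removed.

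A difference between libraries that crosses the groups stays open for these lists. The prediction was that control-FMT replicate 16 would lie above control-FMT replicates 19 and 21 by at least 0.1 and that alcohol-FMT replicate 18 would not lie above the control libraries. Replicates 16 and 18 are those that crossed the groups in the clustering of the same libraries, so this test is not independent of that clustering. Control-FMT replicate 16 lay above the mean of the others by 0.11 (quartiles 0.03 to 0.24), and alcohol-FMT replicate 18 lay above the control mean by 0.02 (quartiles −0.13 to 0.14), which does not strictly meet the prediction, while alcohol-FMT replicates 24 and 31 lay above it by 0.23 and 0.24. A higher share of elongating spermatids stays open as well, since the markers of these cells had a median of 0.108 (quartiles 0.06 to 0.21), below the 0.15 that the explanation called for and above the 0.05 that would argue against it. The rest of the prediction, that the lists are higher where the markers are, was not met in every library, since the markers lay at −0.08 in alcohol-FMT replicate 24, where the 2 lists lay at 0.16 and 0.13, and at 0.05 in alcohol-FMT replicate 18, where both lay at −0.08. The design compares recipients of microbiota from different donors, and an effect of the donors' treatment stays among the open explanations.

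The 10 splits of 6 libraries into 3 and 3 cannot give a share under 0.05 for any of these results. For the median of the nuclear oxidative phosphorylation list the real split gave 0.16 and the highest other 0.20, for the cytosolic ribosome 0.19 and 0.24, and for the mitochondrially encoded list, in absolute value, 0.21 and 0.44, so that 2, 2 and 5 of the 10 splits were as far from 0, the real one included. The highest other value came in each case from the split of control-FMT replicate 16 with alcohol-FMT replicates 24 and 31 against control-FMT replicates 19 and 21 with alcohol-FMT replicate 18.

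Transcripts encoded in the mitochondrial genome were lower in the alcohol-FMT group, with a median log2 fold change of −0.21 (quartiles −0.44 to −0.11) over 12 genes and an adjusted p of 0.00134 in limma's set test (0.676 with an estimated correlation). The median ran from −0.466 without alcohol-FMT replicate 18 and −0.366 without control-FMT replicate 16 to −0.110 without control-FMT replicate 21 and −0.108 without alcohol-FMT replicate 24, and the adjusted p from 6.55e-07 to 0.0389. For this list too a difference between libraries that crosses the groups is a candidate explanation, since control-FMT replicate 16 lay below the mean of control-FMT replicates 19 and 21 by a median of −0.345 and alcohol-FMT replicate 18 above the control mean by 0.13. Reads shared with nuclear copies cannot be told apart from a change of the mitochondrial transcripts. The 5 genes with a nuclear transcript of at least 98% identity over at least 90% of their length had a median of −0.43 (from −0.99 for mt-Nd3 to 0.11 for mt-Nd4l) and the 7 others one of −0.20 (from −0.47 to 0.02), a difference of −0.227, but the genes are few and the former were read at a median of 17.0 FPKM in the control-FMT group against 555 FPKM.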

How the results depend on the processing

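The robust variance prior, the removal of the GC content trend, the joined pathway lists and, for E2f7 and Myb, limma-voom without a filter were chosen after the results were seen. DESeq2 and edgeR, planned as tests for a table of counts, were not run, as the plan set limma for a table of FPKM. The recovered fragments would have allowed these tests, but were tested with limma-voom alone. Whether DESeq2, the test of the paper's methods, or edgeR would call other genes on these fragments was not tested. The planned exchange of size factors and the planned filter on counts were adapted to the recovered fragments. No paired analysis was possible because the groups share no replicate number. Where no cause is named below, the cause was not tested.

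Limma called 0 genes at an adjusted p under 0.05 with all 6 libraries under every alternative (smallest adjusted p 0.0595, with no filter), and limma-voom also called 0 (1095 at an unadjusted p up to 0.05). Leaving out 1 library gave 0 to 2 genes, the 2 without alcohol-FMT replicate 31. The count of 1106 genes at an unadjusted p up to 0.05 became 2016 with no filter, which tests 35799 genes, and ran from 664 without control-FMT replicate 19, and 678 without control-FMT replicate 21, to 2697 without alcohol-FMT replicate 18. The 750 higher genes became 449 with library totals and 411 to 1851 leaving out 1 library (without control-FMT replicate 19 and alcohol-FMT replicate 18, with 455 without control-FMT replicate 21 and 480 without alcohol-FMT replicate 24). The 356 lower genes became 552 with limma-voom, 586 with the fragment filter, 909 with no filter, and 223 to 846 leaving out 1 library (without control-FMT replicate 21 and alcohol-FMT replicate 18). The robust variance prior gave 1098 genes and removal of the GC content trend 1171.

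The set test called 10 of 33 lists with the preset correlation, 0 with an estimated correlation and 0 with fry. The medians do not depend on this choice, and the adjusted p with an estimated correlation and with fry was 0.676 and 0.759 for the mitochondrially encoded list (−0.208), 0.676 and 0.587 for the nuclear oxidative phosphorylation list (0.156), 0.676 and 0.552 for the cytosolic ribosome (0.187), 0.676 and 0.516 for the proteasome (0.089) and 0.676 and 0.516 for Wnt signaling (−0.040). The correlation was estimated at 0.682, 0.297, 0.264, 0.127 and 0.017 for these lists in place of the preset 0.01, and with it camera also takes the few residual degrees of freedom of the libraries, so that p grew where the estimate was near 0 as well. Wnt signaling also missed the threshold with the fragment filter (−0.036, adjusted p = 0.109), with no filter (−0.020, 0.533) and with the gene length trend removed (−0.035, 0.270). Leaving out 1 library gave 4 lists (without alcohol-FMT replicate 31), 6 (without control-FMT replicate 16) to 13 (without alcohol-FMT replicate 24). The range was 0.061 to 0.118 for the proteasome (adjusted p = 0.0787 without control-FMT replicate 19 and 0.0719 without alcohol-FMT replicate 31) and −0.058 to −0.022 for Wnt signaling (0.0835 without control-FMT replicate 16 and 0.212 without alcohol-FMT replicate 31). The meiosis list ran from −0.050 without alcohol-FMT replicate 18 (adjusted p = 0.00589) to 0.026 without alcohol-FMT replicate 31, and the Leydig cell list from −0.240 to 0.020 without the same libraries. The nuclear oxidative phosphorylation, cytosolic ribosome and mitochondrially encoded lists kept direction and call with the preset correlation in every fit that tested them, the last at −0.466 to −0.108 leaving out 1 library.

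Over-representation of 2 lists became 0 with library totals, with the gene length trend removed and with the 200 genes with the smallest p, where the adjusted p was 0.709, 0.217 and 1.00 for nuclear oxidative phosphorylation and 0.276, 0.139 and 0.273 for the cytosolic ribosome (Fisher's exact test). Leaving out 1 library gave 0 to 3 lists, with an adjusted p of 5.02e-15 to 1.00 for the former (1.00, 0.415, 0.0522 and 0.819 without replicates 19, 21, 24 and 31) and 5.50e-17 to 1.00 for the latter (1.00, 0.135, 0.0522 and 0.819).

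The difference of distances between and within groups turned to −0.0017204 with the 500 most variable genes, and ran from −0.0017604 to 0.0035517 leaving out 1 library (without control-FMT replicate 19 and alcohol-FMT replicate 18, and −0.00033869 and −0.0016836 without control-FMT replicates 16 and 21). The share of gene and metabolite pairs was 22.6% with Spearman's rho, 41.4% with 100 genes and 36.8% on the raw scale.

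The 5 genes of the paper lower at an unadjusted p up to 0.05 became 3 without mitochondrially encoded genes, since 2 of them leave the fit, and 2 to 7 leaving out 1 library (2 without control-FMT replicate 21, 3 without each of replicates 16, 19, 24 and 31). Of the same 5, mt-Nd1 missed the threshold with the fragment filter, Smc1a with a pseudocount of 0.1, and both with no filter. Of the other values of 75 named genes, 1115 kept direction and side of the threshold, 74 lost it, 34 passed it and 5 reversed. These were Adgre1 with the gene length trend removed (−0.002) and without control-FMT replicate 16 or alcohol-FMT replicate 24 (range −0.014 to 0.060 leaving out 1 library), Aldh1a1 without alcohol-FMT replicate 31 (range −0.281 to 0.009) and Crisp1 without alcohol-FMT replicate 31 (range −0.026 to 1.637).

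Depth limits the genes of low FPKM. For E2f7, with 86 to 157 fragments per library, the adjusted p was 0.830 with no filter, 0.584 with the fragment filter and 0.529 from limma-voom without a filter, and for Myb, with 2 to 11 fragments, it was 0.853 with no filter and 0.763 from limma-voom without a filter.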

Differences from the paper's values

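The joined pathway lists, which hold the respiratory chain of both genomes, the ribosomal proteins of cytosol and mitochondria, and the respiratory chain or complex I with the other genes of a pathway, and limma-voom without a filter were chosen after the results were seen. The lists are textbook lists and not those of KEGG, the test is a one-sided Fisher's exact test at an unadjusted p up to 0.05, and no p in this part is adjusted.

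For the ribosome the paper's p is 3.14E-12 and the value here is 0.00285, with 22 genes higher and 0 lower of 160. For oxidative phosphorylation the paper's p is 1.16E-11 and the value here is 1.57e-06, with 19 higher and 3 lower of 98. For thermogenesis the paper's p is 1.52E-07 and the value here is 0.00263, with 21 higher and 4 lower of 189. For retrograde endocannabinoid signaling the paper's p is 0.0003 and the value here is 0.009, with 10 higher and 3 lower of 86. Each of these 4 values differs from the paper's by more than 1.5 times under every alternative set before the data were examined. The smallest came without alcohol-FMT replicate 18, at 4.02e-15, 4.38e-20, 3.79e-09 and 4.74e-06 in the same order, each under the paper's. The 4 values missed 0.05 without control-FMT replicate 19 (0.833, 0.137, 0.587 and 0.173), without alcohol-FMT replicate 31 (0.797, 0.164, 0.651 and 0.638) and with the 200 genes with the smallest p (0.160, 0.370, 0.714 and 0.313). All but oxidative phosphorylation did so without control-FMT replicate 21 and without alcohol-FMT replicate 24 as well, as did the ribosome (0.215) and thermogenesis (0.0919) with library totals and thermogenesis (0.214) with the gene length trend removed.

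For Wnt signaling the paper's p is 0.0077 and the value here is 0.388. The smallest value among the alternatives set before the data were examined is 0.0327, with limma-voom on recovered fragments, which is under 0.05, and each differs from the paper's by more than 1.5 times. For the synthesis and degradation of ketone bodies the paper's p is 0.0091 and the value here is 0.135. It was 0.00571 without control-FMT replicate 19, 0.00583 with the 200 genes with the smallest p and 0.0225 with limma-voom, and no alternative set before the data were examined came within 1.5 times of the paper's. For the proteasome the paper's p is 0.0403 and the value here is 0.382. Without alcohol-FMT replicate 18 it was 0.0315, within 1.5 times of the paper's, and the other alternatives set before the data were examined were not.

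The paper states that 11 named genes are decreased in the alcohol-FMT group. Of the 9 that were tested, 5 were lower at an unadjusted p up to 0.05 in limma and 0 at an adjusted p under 0.05, which is the threshold of the paper's methods. The log2 fold changes of mt-Nd2 (−0.20), mt-Nd4 (−0.21), Smc3 (−0.12) and Tbp (−0.09) were negative and missed the unadjusted threshold, which mt-Nd2 and mt-Nd4 passed only without alcohol-FMT replicate 18. E2f7 and Myb stayed under the paper's FPKM threshold, read here as a mean over the 6 libraries. E2f7 passed the unadjusted threshold with no filter, with the fragment filter and with limma-voom without a filter, and Myb with the last alone, an alternative chosen after the values were seen that drops no gene.

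The paper reports a significant correlation of its genes and metabolites. Here 40.5% of the pairs had an exact permutation p under 0.05, and reassigning the metabolite values within the groups gave as many pairs in 19 of 36 cases (exact permutation test, one-sided p = 0.528). The paper names Pearson's correlation analysis and no permutation, so the 40.5% is not a like measure. With 3 mice in each group, the reassignment cannot exclude a relation within the groups.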

Other observations

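The other splits of the libraries were chosen as a test after the results were seen.

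Transcripts of testicular macrophages did not move one way. H2-Aa and Cd74, which present antigen, were lower in the alcohol-FMT group by log2 fold changes of −0.52 and −0.32 (adjusted p = 0.549 and 0.600 from limma), and Aif1, which spermatids also express, was higher by 0.35 (adjusted p = 0.569), at 140 ± 8.30 FPKM and 179 ± 15.2 FPKM (SD, n = 3). Adgre1, which encodes the F4/80 antigen that the paper stained, was at 1.19 ± 0.0812 FPKM and 1.21 ± 0.115 FPKM (SD, n = 3), with an adjusted p of 0.976 from limma. The list of 16 tested genes had a median of −0.07, with 1 gene higher and 2 lower at an unadjusted p up to 0.05 and 1 higher and 1 lower adjusted over the list alone. In limma's set test its adjusted p was 0.0307 (0.676 with an estimated correlation), from 0.00218 without alcohol-FMT replicate 24 to 0.285 without control-FMT replicate 16, and it missed the threshold without alcohol-FMT replicates 18 (0.162) and 31 (0.135) as well.

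Of 20 genes for the cytokines on the paper's protein array, only Il4 and Tgfb1 reached a mean FPKM of 1, with log2 fold changes of −0.16 (adjusted p = 0.852 from limma) and 0.06 (adjusted p = 0.927). Il1b was at 0.467 ± 0.129 FPKM and 0.458 ± 0.117 FPKM (SD, n = 3), Tnf had 0 to 3 fragments in each library and Il6 had 0 in all of them. Of 17 tested genes of the TLR4 and NF-kB response, Il18 (−0.36) and Vcam1 (−0.26) were lower and 0 were higher (adjusted p = 0.0812 for the list in limma's set test), with a median of −0.06 that turned to 0.01 with no filter, where more genes enter. The T cell gene Cd3e was at 0.101 ± 0.0533 FPKM and 0.105 ± 0.0115 FPKM (SD, n = 3).

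Steroidogenesis genes gave 0 of 17 past the unadjusted threshold (3 lower with limma-voom), with a median log2 fold change of −0.01 and a mean of −0.09 (adjusted p = 0.156 in limma's set test, which passed without control-FMT replicate 19, at 0.00895, and without alcohol-FMT replicate 24, at 0.0113, both at a median of −0.08, and reached 0.979 without alcohol-FMT replicate 31, and which gave 0.739 with an estimated correlation and all 6 libraries). Hsd3b6 was at 37.0 ± 3.73 FPKM and 26.7 ± 11.7 FPKM (SD, n = 3), and Hsd17b3 at 13.3 ± 0.876 FPKM and 10.7 ± 2.34 FPKM. The Leydig cell list, which shares these genes, lay at −0.36 in alcohol-FMT replicate 31 relative to the mean of the 6 libraries and at 0.19 and 0.05 in alcohol-FMT replicates 18 and 24.

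Erythroid and blood markers had a median of −0.28 over 4 genes, with Hbb-bs at 7.98 ± 0.599 FPKM and 5.08 ± 1.86 FPKM (SD, n = 3). In limma's set test the adjusted p was 0.0307 (0.676 with an estimated correlation), from 0.00140 without alcohol-FMT replicate 31 to 0.394 with no filter, and the call ended without control-FMT replicate 16 (0.109) and without alcohol-FMT replicates 18 (0.162) and 24 (0.0540).

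The remaining lists did not pass limma's set test. Adjusted p was 0.944 for apoptosis (median 0.02, and below 0 with library totals), 0.803 for immediate early and heat shock genes (median 0.06), 0.803 for T cells (median 0.05), 0.673 for endothelial cells (median 0.01, and below 0 with library totals and limma-voom), 0.694 for peritubular myoid cells (median −0.02) and 0.156 for fibroblasts (median −0.14), which passed only with control-FMT replicate 19 left out (0.0425, where all 6 libraries gave 0.676 with an estimated correlation). Leaving out 1 library turned the median above 0 for fibroblasts (0.029 without control-FMT replicate 16) and peritubular myoid cells (0.038 without control-FMT replicate 16 and 0.044 without alcohol-FMT replicate 18) and below 0 for apoptosis (without alcohol-FMT replicate 24 or 31) and endothelial cells (−0.114 without alcohol-FMT replicate 18 and −0.090 without control-FMT replicate 19). For apoptosis and endothelial cells the test's direction was down where the median lay above 0.

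For the counts, the 10 splits of 6 libraries into 3 and 3 cannot give a share under 0.05. The count at an unadjusted p up to 0.05 was 1106 in the real split and 2958 in the highest other, so that 2 of the 10 splits gave as many genes. The number of lists called at the preset correlation was 10 in the real split, 10 in the highest other and 1 in the lowest other. Again 2 of the 10 splits gave as many. At an adjusted p under 0.05 limma called 0 genes in the real split and 1 in the highest other, and 10 of the 10 splits gave at least as many. The 2958 genes came from setting control-FMT replicate 16 and alcohol-FMT replicates 24 and 31 against control-FMT replicates 19 and 21 and alcohol-FMT replicate 18, with 1222 in the one direction and 1736 in the other, which points to a structure of the samples that crosses the groups. The paper's body weights, looked at after this split was seen, part the mice in the same way, with 26.3 to 27.9 g after FMT in control-FMT replicates 19 and 21 and alcohol-FMT replicate 18 and 17.7 to 22.2 g in the other 3, and with 22.2 to 24.1 g and 15.3 to 19.4 g before it. Whether body weight, or something that goes with it, made the split was not tested and stays open.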
